# Runx2-Twist1 interaction coordinates cranial neural crest guidance of soft palate myogenesis

**DOI:** 10.7554/eLife.62387

**Published:** 2021-01-22

**Authors:** Xia Han, Jifan Feng, Tingwei Guo, Yong-Hwee Eddie Loh, Yuan Yuan, Thach-Vu Ho, Courtney Kyeong Cho, Jingyuan Li, Junjun Jing, Eva Janeckova, Jinzhi He, Fei Pei, Jing Bi, Brian Song, Yang Chai

**Keywords:** cleft palate, Runx2, cell-cell interaction, muscle development, cranial neural crest cells, Mouse

## Abstract

Cranial neural crest (CNC) cells give rise to bone, cartilage, tendons, and ligaments of the vertebrate craniofacial musculoskeletal complex, as well as regulate mesoderm-derived craniofacial muscle development through cell-cell interactions. Using the mouse soft palate as a model, we performed an unbiased single-cell RNA-seq analysis to investigate the heterogeneity and lineage commitment of CNC derivatives during craniofacial muscle development. We show that Runx2, a known osteogenic regulator, is expressed in the CNC-derived perimysial and progenitor populations. Loss of *Runx2* in CNC-derivatives results in reduced expression of perimysial markers (*Aldh1a2* and *Hic1*) as well as soft palate muscle defects in *Osr2-Cre;Runx2^fl/fl^* mice. We further reveal that Runx2 maintains perimysial marker expression through suppressing *Twist1,* and that myogenesis is restored in *Osr2-Cre;Runx2^fl/fl^;Twist1^fl/+^* mice. Collectively, our findings highlight the roles of Runx2, Twist1, and their interaction in regulating the fate of CNC-derived cells as they guide craniofacial muscle development through cell-cell interactions.

## Introduction

The craniofacial musculoskeletal complex is an important evolutionary innovation in vertebrates that facilitates feeding, breathing, facial expression, and verbal communication. One unique component of this complex is the cranial neural crest (CNC) cells. CNC cells and their derivatives give rise to all facial bones, ligaments, and muscle connective tissues including tendons and fascia that directly surround muscle cells (Chai and Maxson, 2006; Heude et al., 2010; Le Douarin et al., 2004). Recently, CNC cells have been shown to regulate formation of mesoderm-derived craniofacial muscles through cell-cell interactions. Mouse genetic studies have further shown that CNC cells and their derivatives surround myogenic cells, facilitate myogenic cell migration, and establish cellular scaffolding at future myogenic sites to regulate muscle morphogenesis (Grimaldi et al., 2015; Han et al., 2014; Rinon et al., 2007). For instance, disruption of *Dlx5/6,* which is specifically expressed by CNC-derived cells in the mouse, leads to the loss of all first pharyngeal arch-derived masticatory muscles and second pharyngeal arch-derived muscles (Heude et al., 2010). Proliferation and survival of CNC-derived cells and fourth to sixth pharyngeal arch-derived myogenic cells in the soft palate are also affected, resulting in a truncated soft palate in *Dlx5^-/-^* mice (Sugii et al., 2017). Similarly, TGFβ signaling in CNC-derived cells is critical for proliferation and differentiation of tongue and masseter muscle cells (Han et al., 2014; Hosokawa et al., 2010; Iwata et al., 2013). It is important to note that the transcription factors and signaling pathways critical for the role of CNC-derived cells in myogenesis are not restricted in their expression to merely the CNC-derived cells surrounding the muscle, known as perimysial cells; they are also expressed in other CNC-derived musculoskeletal tissues (e.g. bones, bone eminences, and tendons) and regulate their development (Depew et al., 2002; Hosokawa et al., 2010; Zhao et al., 2008). This suggests that the same transcription factors and signaling pathways could activate cell-type-specific responses in multiple components of the musculoskeletal complex that may help coordinate the development of this intricate system. Therefore, it is important to investigate the cell-type-specific signaling mechanisms that regulate the heterogeneous CNC-derived cells and reveal their impact on craniofacial musculoskeletal development.

The soft palate is a muscular structure that comprises the posterior third of the palate. Its movement opens and closes the nasopharynx and oral cavity to direct air and food into different passages, as well as during speech. Several components of the soft palate are CNC-derived, including perimysial cells, palatal stromal cells that constitute the majority of palatal shelf mesenchyme, and tendons. In contrast, the soft palatal muscles are derived from pharyngeal mesoderm (Grimaldi et al., 2015). Five muscles are involved in the human soft palate. They include the tensor veli palatini (TVP) and levator veli palatini (LVP), which descend from the skull base and elevate the soft palate, and the palatoglossus (PLG) and palatopharyngeus (PLP), which ascend from the tongue and the pharyngeal wall, respectively, and depress the soft palate (Li et al., 2019). The fifth muscle, the musculus uvulae, which is specific to humans, is located at the end of the soft palate. Patients with cleft palate often have multiple types of tissue abnormalities including bone defects and insufficient, misoriented muscle fibers (Dixon et al., 2011; Li et al., 2019). Functional restoration of cleft soft palate is challenging because the muscles have limited ability to regenerate after surgical repair of the cleft (Von den Hoff et al., 2019). Therefore, comprehensive understanding of the growth and transcription factors that regulate the coordinated development of the distinct tissues in the soft palate is of both scientific and clinical significance.

Runx2, a known regulator of skeletogenesis and odontogenesis, is a Runt DNA-binding domain family transcription factor and contains multiple activation and repression domains. Patients with haploinsufficiency of *RUNX2* exhibit cleidocranial dysplasia, which is associated with specific skeletal and dental phenotypes. During osteoblast differentiation, Runx2 acts as a master organizer, recruiting phosphorylated Smad1/5, c-Fos, and c-Jun to activate expression of osteoblast-specific collagen and fibronectin upon receiving BMP signals and parathyroid hormones; it also binds histone deacetylases to repress cell cycle inhibitors and stimulate proliferation (Schroeder et al., 2005). Despite its well-known roles in regulating hard tissue development, the importance of Runx2 in soft tissue development has not been studied. Interestingly, several clinical case reports reveal that some RUNX2-deficient patients have thin masseter muscles, cleft lip, or high-arched palate (Furuuchi et al., 2005; Sapp et al., 2004; Sull et al., 2008; Yamachika et al., 2001). These studies hint that Runx2 may regulate the development of the palatal muscles and other components in sync with the bone to form the intricate craniofacial musculoskeletal complex by performing multiple tissue-specific roles.

In this study, we performed an unbiased transcriptional profile analysis of the developing soft palate using single-cell RNA-seq (scRNA-seq). We identified cellular-level heterogeneity in the CNC-derived soft palate mesenchyme, associated with distinctive cell fates: perimysial and midline mesenchymal lineages, as well as previously unknown cell types associated with putative progenitors. In addition, we found Runx2 was expressed in non-osteochondrogenic cells in the perimysial populations and in CNC-derived progenitor cells. Consistent with its expression pattern, loss of *Runx2* in CNC-derived cells resulted in a soft palate cleft along with tendon, bone, and muscle differentiation defects. We further revealed that loss of *Runx2* led to ectopic expression of *Twist1* and reduction in the expression of perimysial marker genes (*Aldh1a2* and *Hic1*) in CNC-derived perimysial cells. We also identified that suppression of *Twist1* expression by Runx2 is important for the development of palatal muscles and for maintaining the expression of the perimysial marker and myogenic-promoting gene *Aldh1a2*, thus coordinating soft palate morphogenesis by orchestrating the fate determination of CNC-derived mesenchymal lineages. Taken together, our findings reveal that Runx2 regulates distinct downstream targets in different subgroups of CNC-derived cells to fine-tune the development of craniofacial structures.

## Results

### Single-cell RNA-seq analysis reveals mesenchymal cell heterogeneity within the soft palate primordium

CNC-derived cells adopt diverse fates to establish the soft palate during development. 

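Cells of control soft palates were captured in droplets at E13.5, E14.5 and E15.5, and each transcript molecule was counted once through its unique molecular identifier (UMI). The authors aligned the reads, counted the UMIs and called the cells with CellRanger. The deposited values are UMI counts per gene and cell, reduced for library 1 in the combined E14.5 table as given below. There was 1 library at E13.5, with 7381 cells and 101772698 UMIs, and 1 at E15.5, with 6899 cells and 49045932 UMIs. E14.5 had 2 libraries, with 6190 and 5401 cells, in a table that combines them. In that table, library 1 had 64881375 UMIs, which is 93.0% of the UMIs in its own table, and library 2 had 45068876. No entry of library 1 was above that of its own table, so its counts were reduced there, by a step that is not stated. Whether library 2 was reduced too is not known, as it has no table of its own. Cells with at least 500 genes and at most 10% of their UMIs on mitochondrial genes were kept. This left 6837 cells at E13.5, 5429 and 4683 in the E14.5 libraries, and 5580 at E15.5. Their median depth was 11972 UMIs at E13.5, 9418 and 7079 in the E14.5 libraries, and 6230.5 at E15.5.
The libraries were joined by Seurat's anchors on 2000 variable genes and 30 dimensions, with the cell cycle scores regressed out, and were clustered at a resolution of 0.8. The 84 marker genes and genes named in the paper were held out of the variable genes, so that no cluster was formed on the genes that name it. No doublets were removed, as the automatic threshold of Scrublet called 1 cell in these 4 libraries. Clusters were named by the levels of marker genes, and the names end in "-like". The thresholds behind the names were set after the data were seen. Of the cranial neural crest (CNC)-derived cells outside the osteogenic-like and chondrogenic-like clusters, clusters that no class took held 40.8% at E13.5, 39.4% at E14.5 and 26.9% at E15.5. These shares are out of 4344 cells at E13.5, 5607 at E14.5 (2893 and 2714 in the libraries) and 3014 at E15.5, and cluster numbers given with the values are not those of Figure 1. Levels are summed UMIs per 1000000 UMIs (CPM). Shares of cells with a UMI of a gene were taken after thinning each cell at random to 3000 UMIs, with cells of lower depth left out. Without a second library at E13.5 and E15.5, the 95% intervals (exact Clopper-Pearson for shares, exact Poisson for CPM) cover counting error only. With 1 library per stage, a cluster made up mostly of 1 library may reflect that library.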

To investigate the heterogeneity of the CNC-derived population that contributes to the developing soft palate at the single-cell level, we performed unbiased single-cell RNA-seq and integration analysis at three critical stages (E13.5, E14.5, E15.5). The soft palate primordium begins to form around E13.5, followed by fusion of the soft palatal shelves at E14.5 and myotube maturation at E15.5 (Li et al., 2019). Following integration analysis by Seurat 3, we identified 19 clusters identifiable as 8 cell types using known genetic markers: CNC-derived mesenchymal cells (*Meox1+, Dlx5+*), myogenic cells (*Myod1+, Myf5+*), neurons (*Tubb3+, Stmn2+*), endothelial cells (*Cdh5+*), erythroid cells (*Hba-x*+), glial cells (*Plp1*+, *Sox10*+), myeloid cells (*Lyz2+*), and epithelial cells (*Krt14+*) (Figure 1A; Figure 1—figure supplement 1A). 

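The 22529 cells formed 28 clusters, and 5 of these were left unnamed. The other clusters fell into 10 classes, which are those of the paper and myocyte-like and mural-like cells. CNC-derived mesenchymal-like cells were the largest class, with 15367 cells in 11 clusters. The smallest were mural-like cells, with 142, and erythroid-like cells, with 153. *Cdh5* was at 1013 CPM (95% interval 969 to 1058) in endothelial-like cells at E13.5 and at 0.449 CPM in CNC-derived cells outside the osteogenic-like and chondrogenic-like clusters. *Krt14* was at 777 CPM in epithelial-like cells and at 1.76 CPM in these CNC-derived cells. *Meox1* was at 12.7 CPM in them at E13.5 and at 16.5 CPM at E15.5, and *Dlx5* was at 15.2 CPM at E13.5 and at 3.90 CPM at E15.5. Of the unnamed clusters, the largest had 823 cells with a median of 1187 UMIs and was led by hemoglobin genes. Another had 284 cells with a median of 1695 UMIs and was led by *Ttr*. The others were led by *Pomc* and *Cga* (428 cells), by *Dynlrb2* and *Rsph1* (387 cells), and by genes with *Rax* and *Six3* among them (164 cells). At a resolution of 0.4 there were 23 clusters, and at 1.2 there were 32.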

Several lineages consisted of multiple clusters, such as CNC-derived mesenchymal, epithelial, neuronal, and myogenic cells, highlighting the heterogeneity within those populations (Figure 1A). 

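Among the 11 clusters of CNC-derived mesenchymal-like cells, 1 of 1836 cells had osteogenic markers (*Ibsp*, *Sp7*) and 1 of 566 cells had chondrogenic markers (*Col2a1*, *Col9a1*). Clusters 6 and 19, with 1511 and 311 cells, carried the progenitor markers. Cluster 2, with 2163 cells, carried the midline markers, cluster 0, with 2196 cells, the perimysial markers, and cluster 3, with 1994 cells, the mitotic markers. Another 4 clusters were left unnamed: cluster 1, with 2174 cells, cluster 5, with 1525, cluster 10, with 696, and cluster 17, with 395. Clusters 1 and 10 passed no threshold for a class. Cluster 1 was led by *Hhip*, *Vwc2*, *Creb5* and *Tbx15*, and its scores were closest to the perimysial class. Cluster 5 passed the threshold of the progenitor class and was left unnamed because *Aldh1a2*, a perimysial marker, was among its leading genes, with *Shisa3*. Cluster 10 was led by *Cenpa* and *Ccnb2* and was closest to the midline class. Cluster 17 was led by *Calca*, *Cldn11* and *Vtn* and was kept out of the classes as led by meningeal genes. Both rules on leading genes were set after the data were seen.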

Interestingly, in the CNC-derived mesenchymal cell population, we observed eight different clusters (Clusters 0–4, 7, 8, 10) (Figure 1A–B). Besides Clusters 2 and 10, which were identified as terminally differentiated osteogenic and chondrogenic cells, respectively, the cell types and functions of the other clusters in the CNC-derived mesenchymal population have not yet been well characterized.

**Figure 1.**
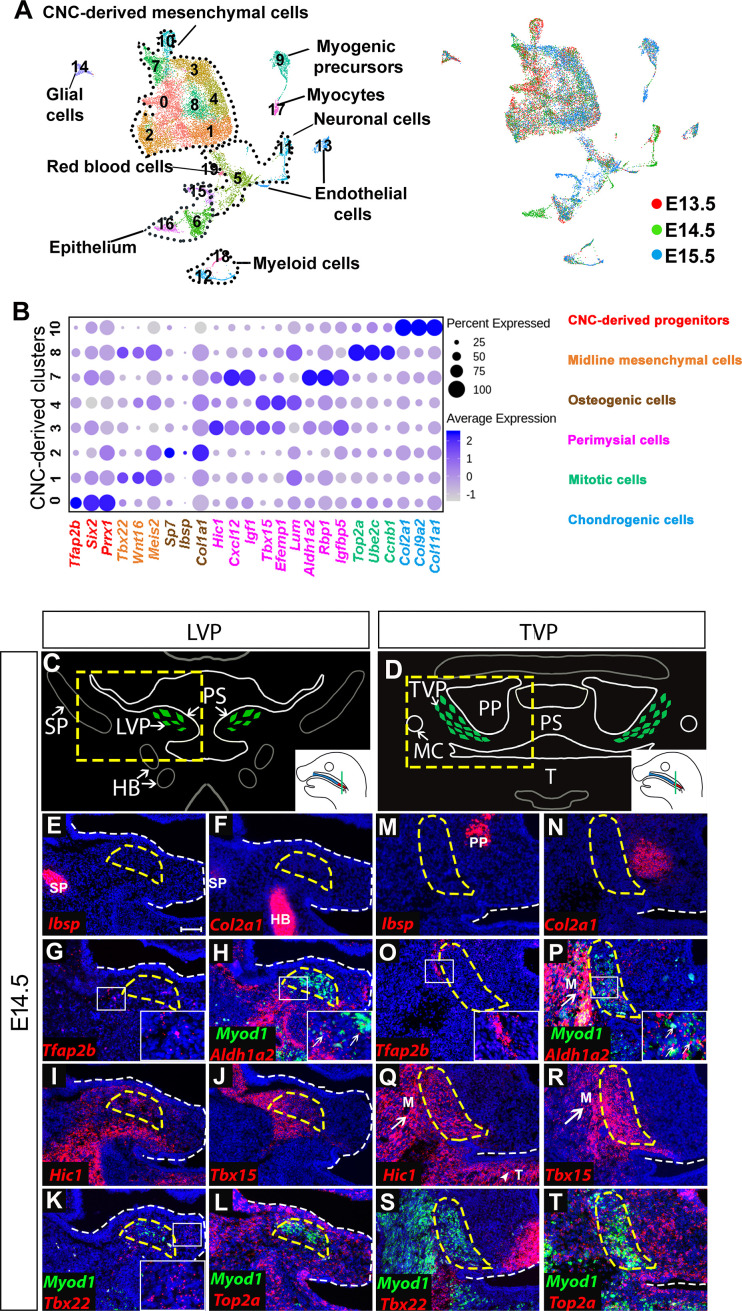
Analysis of distinct populations of cranial neural crest (CNC)-derived mesenchymal cells in the soft palate during development. (**A**) UMAP plot integration analysis of mouse soft palate cells from E13.5, E14.5, and E15.5 based on clusters (left) and different developmental stages (right). (**B**) DotPlot of signature genes in CNC-derived clusters. The color code of signature genes corresponds to the colors of the names of distinct cell populations in the right panel. (**C**) Schematic drawings of *Myod1* (green), styloid process of temporal bone (SP) and hyoid bone (HB) on coronal sections of the levator veli palatini (LVP) region and (**D**) *Myod1* (green), tongue (T), pterygoid plate (PP), and Meckel’s cartilage (MC) on coronal sections of the tensor veli palatini (TVP) region of E14.5 control mice. PS, Palatal shelves. Yellow dashed boxes in (**C**) and (**D**) are enlarged and analyzed for expression patterns of cluster-specific markers in (**E–L**) and (**M–T**), respectively. (**E–L**) RNAscope *in situ* hybridization for *Myod1* and selected marker genes from each cluster of CNC-derived cells on coronal sections of the LVP region. (**M–T**) RNAscope *in situ* hybridization for *Myod1* and selected marker genes from each cluster of CNC-derived cells in the TVP region. White arrows point to masseter muscles (M) in (**P, Q, R**). White arrowhead points to tongue (T) in (**Q**). Yellow dashed lines outline the myogenic sites (LVP in E-L; TVP in M-T). White dashed lines outline the palatal shelf. Boxed areas are enlarged in the insets. Scale bar in E indicates 100 μm for E-T.

**Figure 1—figure supplement 1.**
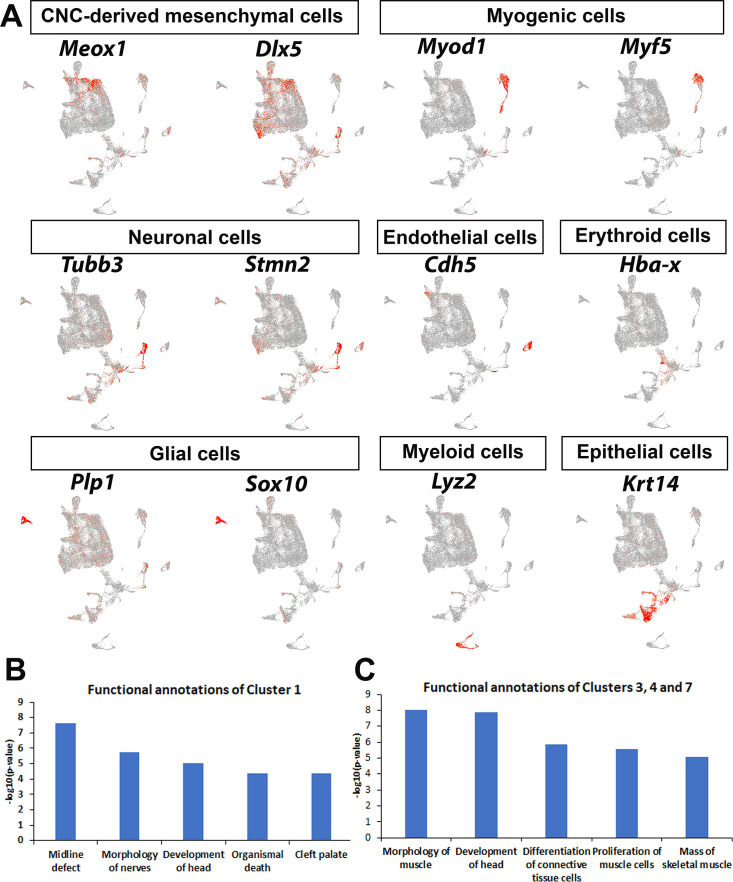
Identification and characterization of different cellular populations in the soft palate from E13.5 to E15.5. (**A**) Different types of cells were identified in the soft palate region, including cranial neural crest (CNC)-derived mesenchymal cells (*Meox1+, Dlx5+*), myogenic cells (*Myod1+, Myf5+*), neuronal cells (*Tubb3+, Stmn2+*), endothelial cells (*Cdh5+*), erythroid cells (*Hba-x+*), glial cells (*Plp1+, Sox10+*), myeloid cells (*Lyz2+*), and epithelial cells (*Krt14+*). (**B–C**) Functional annotations of previously unidentified CNC-derived cell populations in the soft palate mesenchyme, B for Cluster 1 and C for Clusters 3, 4, and 7.

**Figure 1—figure supplement 2.**
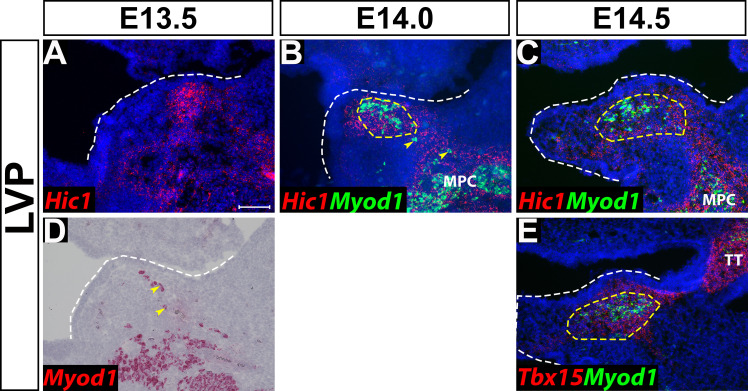
*Hic1* and *Tbx15* are expressed in cells surrounding other craniofacial muscles adjacent to the levator veli palatini (LVP) region. (**A–E**) RNAscope *in situ* analysis of *Myod1* and perimysial markers *Hic1* and *Tbx15* on coronal sections of the LVP region from E13.5 to E14.5. MPC: Middle pharyngeal constrictor. TT: Tensor tympani muscle. Yellow dashed lines outline the myogenic sites of the LVP. White dashed lines outline the palatal shelf. Yellow arrowheads point to migrating myogenic precursors. Scale bar in A indicates 100 µm for A-E.

**Figure 1—figure supplement 3.**
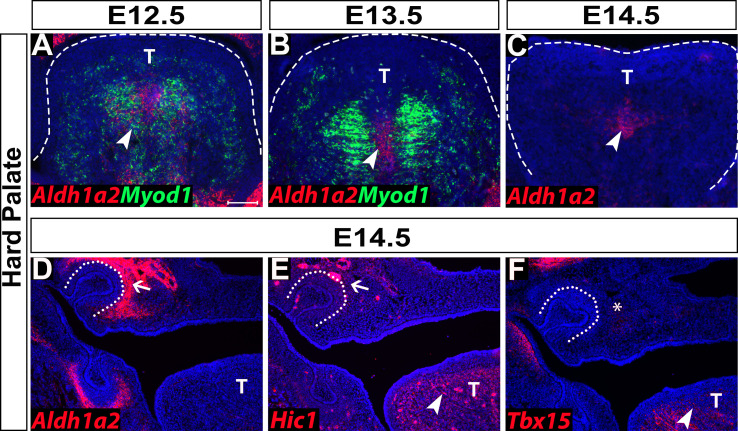
Expression of perimysial markers in the hard palate region. (**A–C**) RNAscope *in situ* analysis of *Myod1* and early perimysial marker *Aldh1a2* on coronal sections of the tongue of control mice from E12.5 to E14.5. (**D–F**) RNAscope *in situ* analysis of perimysial markers *Aldh1a2*, *Hic1*, and *Tbx15* on E14.5 coronal sections from the hard palate of control mice. White dashed lines outline the tongue. White dotted lines outline the tooth germ. White arrowheads point to expression of perimysial markers in the tongue. White arrows point to the expression of perimysial markers surrounding the tooth germ. White asterisk indicates the missing expression of *Tbx15* in the hard palate region. T: Tongue. Scale bar in A indicates 100 µm for A-F.

To characterize the roles of these less known subpopulations, we analyzed the top 10 differentially expressed genes in each cluster and performed functional annotation for those highly specific markers using Ingenuity Pathway Analysis. We thus identified four major types of CNC-derived cells in the soft palate besides osteogenic (Cluster 2) and chondrogenic cells (Cluster 10) (Figure 1B). Cluster 0 was enriched with early CNC marker genes such as *Tfap2b, Six2,* and *Prrx1* (Simões-Costa and Bronner, 2015; Soldatov et al., 2019), so we suspected that this population might be an undifferentiated early progenitor population associated with early CNC cells, and accordingly we hypothesized that they were CNC-derived progenitors (Figure 1B). 

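The progenitor-like class was made up of clusters 6 and 19. Cluster 6 was led by *Lrp1b*, *Zfhx4* and *Sfrp2*, and cluster 19 by *Msx1* and *Tfap2b*. As the 2 libraries at E14.5 differ, levels are given at E13.5 and E15.5. *Tfap2b* was at 331 CPM (95% interval 318 to 344) in progenitor-like cells at E13.5, against 118 CPM in all CNC-derived cells outside the osteogenic-like and chondrogenic-like clusters. At E15.5 it was at 22.99 and 6.53 CPM. *Six2* was at 424 CPM in progenitor-like cells and at 256 CPM in the CNC-derived cells at E13.5, and at 118 and 46.6 CPM at E15.5. *Prrx1* was at 1221 CPM in progenitor-like cells and at 719 CPM in the CNC-derived cells at E13.5, and at 683 and 423 CPM at E15.5. Within cluster 5, *Tfap2b* was at 97.9 CPM, *Six2* at 294 CPM and *Prrx1* at 974 CPM at E13.5. These genes were also used to name the class.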

Genes enriched in Cluster 1 (*Tbx22, Wnt16, Meis2*) were associated with the palatal shelf midline during development (Louw et al., 2015; Pauws et al., 2013; Warner et al., 2009; Figure 1B; Figure 1—figure supplement 1B); hence, we refer to this cluster as midline mesenchymal cells. 

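Cluster 2, the midline mesenchymal-like cluster, was led by *Kera* and *Wnt16*. *Wnt16* was at 118 CPM (95% interval 110 to 126) in it at E13.5 and at 145 CPM at E15.5, against 37.5 and 68.6 CPM in all CNC-derived cells outside the osteogenic-like and chondrogenic-like clusters. *Tbx22*, on the X chromosome, was at 40.9 CPM in midline mesenchymal-like cells at E13.5 and at 34.6 CPM in mitotic-like cells. At E15.5, *Tbx22* was at 22.7 CPM (95% interval 18.3 to 27.9) in midline mesenchymal-like cells and at 36.4 CPM (29.8 to 44.0) in progenitor-like cells. *Meis2* was at 645 CPM in midline mesenchymal-like cells at E13.5, against 34.8 CPM in perimysial-like cells. At E15.5, *Meis2* was at 817 CPM in midline mesenchymal-like cells, 807 CPM in progenitor-like cells and 481 CPM in perimysial-like cells.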

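In the perimysial-like cluster 0, led by *Mfap5*, *Thbs4* and *Hic1*, *Cxcl12* was at 286 CPM (95% interval 271 to 302) at E13.5 and at 429 CPM at E15.5. In the midline mesenchymal-like cells it was at 49.4 and 96.9 CPM. *Igf1* was at 672 CPM in the perimysial-like cells at E13.5 and at 1172 CPM at E15.5, against 136 and 470 CPM in the midline mesenchymal-like cells. *Aldh1a2* was at 246 CPM in the perimysial-like cells at E13.5 and at 55.2 CPM at E15.5, against 2.59 and 6.00 CPM in the midline mesenchymal-like cells. Clusters 1 and 5, which no class took, also held these transcripts. In cluster 5 at E13.5, *Cxcl12* was at 389 CPM, *Igf1* at 801 CPM and *Aldh1a2* at 379 CPM. In cluster 1, *Cxcl12* was at 249 CPM and *Aldh1a2* at 69.6 CPM at E13.5, and *Aldh1a2* was at 116 CPM at E15.5. The highest *Aldh1a2* level at E13.5 among the CNC-derived clusters was in cluster 17, led by meningeal genes, with 1066 CPM.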

Clusters 3, 4, and 7 expressed high levels of genes related to head and muscle morphogenesis (*Cxcl12, Igf1, Aldh1a2*); we refer to them as perimysial cells (Matt et al., 2008; Schiaffino and Mammucari, 2011; Vasyutina et al., 2005; Figure 1B; Figure 1—figure supplement 1C). 

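With the cell cycle scores regressed out, cluster 3 was led by *Hist1h1b*, *Top2a* and *Nusap1* and had a median of 14851.5 UMIs per cell. *Top2a* was at 915 CPM (95% interval 901 to 930) in this mitotic-like cluster at E13.5 and at 1165 CPM at E15.5, against 346 and 220 CPM in all CNC-derived cells outside the osteogenic-like and chondrogenic-like clusters. *Ccnb1* was at 290 CPM (289.5, interval 282 to 298) in the mitotic-like cells at E13.5 and at 371 CPM at E15.5. *Ube2c* was at 919 CPM at E13.5 and at 746 CPM at E15.5. Cluster 10, led by *Cenpa* and *Ccnb2* and left unnamed, had *Ccnb1* at 148 CPM and *Top2a* at 80.2 CPM at E13.5.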

Interestingly, Cluster 8 was strongly enriched in genes associated with mitosis (*Top2a, Ccnb1, Ube2c*) (Nielsen et al., 2020; Pines, 2011; Strauss et al., 2018) even after cell cycle regression was performed (Figure 1B). We therefore refer to this cluster as mitotic cells.

To investigate the *in vivo* identities of each cluster, we performed RNAscope *in situ* hybridization of the soft palate at E14.5. Different soft palate myogenic sites develop sequentially from anterior to posterior direction. Specifically, in coronal sections, the unfused palatal shelves in the LVP region (posterior) protrude toward the midline and the myogenic cells grow in a lateral to medial direction along the palatal shelves at E14.5 (Figure 1C), while the palatal shelves in the TVP region (anterior) are already fused and the myogenic cells wrap around the pterygoid plate (Figure 1D). As the TVP and LVP myogenic sites are more identifiable than those of the PLG and PLP at E14.5, we used the former as reference points for the anatomical locations of each cluster in our analysis. Using the top enriched genes of each cluster, we identified their distinct anatomical locations *in vivo*. The *Ibsp+* osteogenic (Figure 1E,M) and *Col2a1+* chondrogenic clusters (Figure 1F,N) were mostly associated with part of the styloid process of the temporal bone in the LVP region and the pterygoid plate of the sphenoid bone in the TVP region. In the LVP region, the *Tfap2b*+ progenitor cluster was mainly located in the lateral portions of the palatal shelves (Figure 1G). The majority of the *Aldh1a2+* perimysial cluster was distributed in the lateral portion while only a small portion of this cluster appeared in the central myogenic sites (Figure 1H). In contrast, the two other perimysial clusters (*Hic1+* and *Tbx15+*) were most abundantly located in the central myogenic sites of the LVP (Figure 1I–J). Midline mesenchymal cells (*Tbx22+*) were mainly located in the medial portions of the palatal shelves (Figure 1K). The *Top2a*+ mitotic cells were distributed throughout the palatal shelves and adjacent to both early progenitors and committed CNC-derived cells (Figure 1L). A similar distribution of different cluster markers was observed in the TVP region (Figure 1O–T). Outside of the soft palate, the perimysial markers (*Aldh1a2, Hic1* and *Tbx15*) were expressed in the mesenchyme surrounding the tongue and masseter muscles in addition to the palatal myogenic sites of the TVP (Figure 1P–R), while near the LVP region, *Hic1* and *Tbx15* were also expressed in the mesenchyme surrounding the migratory path of myogenic progenitors of the LVP and the myogenic sites of the middle pharyngeal constrictor muscle and tensor tympani muscle (Figure 1I–J and Figure 1—figure supplement 2A–E). These observations suggest the perimysial lineage might be a common CNC-derived sub-population involved in the development of multiple craniofacial muscles.

Because the oropharyngeal muscles are only present in the soft palate, not the hard palate, we investigated whether the perimysial markers are also specific to the soft palate. Interestingly, *Tbx15* expression was absent from the hard palate, but *Aldh1a2* and *Hic1* were expressed in the hard palate mesenchyme specifically surrounding the tooth germ (Figure 1—figure supplement 3D–F). This suggests that *Aldh1a2* and *Hic1* might have different functions in the hard and soft palate. Interestingly, we also observed that *Aldh1a2* was expressed in the medial mesenchyme of the tongue, while *Hic1* and *Tbx15* were expressed broadly in the mesenchyme of the tongue at E14.5 (Figure 1—figure supplement 3C,E–F). Moreover, the expression of *Aldh1a2* in the tongue gradually decreased from E12.5 to E14.5 (Figure 1—figure supplement 3A–C). As myogenic precursors started to appear in the center of tongue primordium (Han et al., 2012), the *Aldh1a2*+ population might be specifically associated with early myogenic populations, while *Hic1+* and *Tbx15+* populations may be associated with more general myogenic populations.

### Runx2 is expressed in the perimysial populations and CNC-derived progenitor cells during soft palate development

To elucidate the dynamic process by which CNC-derived cells differentiate during soft palate development, we performed individual single-cell transcriptome analyses for E13.5, E14.5, and E15.5, then compared them. The pterygoid plate of the sphenoid bone and part of the styloid process of the temporal bone are not considered to be part of the palate, so we excluded the osteochondrogenic clusters belonging to these structures from further analysis. Interestingly, we observed decreased cell heterogeneity in CNC-derived soft palate mesenchymal populations during development. The number of CNC-derived clusters declined from seven at E13.5 to six at E14.5 and eventually five at E15.5 using the same unsupervised clustering settings (Figure 2—figure supplement 1A). In contrast, myogenic cells formed a single cluster at E13.5 but expanded to two clusters at E15.5 (Figure 2—figure supplement 1A).

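Each stage was also clustered alone with the same variable gene number, dimensions, cell cycle regression and resolution. The 2 libraries of E14.5 were joined there without anchors. Outside the osteogenic-like and chondrogenic-like clusters, the CNC-derived cells formed 8 clusters at E13.5, 10 at E14.5 and 8 at E15.5. They numbered 3854 cells at E13.5, 5568 at E14.5 and 2996 at E15.5. At E14.5, 9 of the 10 clusters drew over 90% of their cells from 1 of the 2 libraries. The number at E14.5 therefore counts clusters of single libraries and is not a number of cell populations. Library 1 of E14.5, clustered alone, formed 8. These numbers include clusters led by genes of other tissues, 0 at E13.5, 2 at E14.5 (meningeal and hypothalamic) and 1 at E15.5 (meningeal). A cluster of 341 cells at E13.5, led by *Car10* and *Tbx15*, had no broad class and is not in the 8, although 310 of its cells were CNC-derived in the integration. With this cluster counted there were 9, 10 and 8. Without the clusters of other tissues there were 8, 8 and 7, and with both changes 9, 8 and 7. These settings were chosen after the data were seen. A further cluster of 34 cells at E14.5 was led by genes such as *Actg2* and *Myh11* and stays in these counts. At a resolution of 0.4 there were 6, 6 and 5 clusters at E13.5, E14.5 and E15.5, and at 1.2 there were 11, 13 and 8. When 3372 CNC-derived cells were drawn from each stage before clustering, there were 8, 6 and 8 clusters. With every cell thinned to 3000 UMIs and 3177 drawn per stage, a setting chosen after the data were seen, there were 6, 7 and 8.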

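Cells with muscle markers formed 1 cluster of 162 cells at E13.5, which carried the myocyte markers. At E14.5 they formed 3 clusters, 1 myogenic-like with 100 cells and 2 myocyte-like with 366 cells. At E15.5 there were again 3, with 416 myogenic-like cells in 2 clusters and 177 myocyte-like cells in 1. The split between these names depended on the resolution at E14.5. At 0.4 there were 1 myogenic-like cluster of 377 cells and 1 myocyte-like cluster of 99 cells there, and at E15.5 1 of each, with 418 and 172 cells.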

To further investigate how each cluster changed over time, we extracted and compared the CNC-derived and myogenic cells from E13.5 to E15.5 based on the earlier integration analysis (Figure 2A). 

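In the integration of the 3 stages, myogenic-like cells with *Msc*, *Myf5* and *Myod1* made up 2.15% of the kept cells at E13.5 (147 of 6837, 95% interval 1.82 to 2.52%). At E14.5 they were 2.62% of library 1 and 4.68% of library 2, and at E15.5 they were 7.58% (423 of 5580, 6.90 to 8.31%). Myocyte-like cells with *Myl4* rose from 0.234% (16 cells, interval 0.134 to 0.380%) at E13.5 to 0.405 and 1.71% in the E14.5 libraries and 3.01% (168 cells, 2.58 to 3.49%) at E15.5. *Myl4* was at 4845 CPM in myocyte-like cells and 13.7 CPM in myogenic-like cells at E13.5, and at 4784 and 369 CPM at E15.5. The 2 libraries of E14.5 did not overlap in either share's interval.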

Consistent with previous observations, in the myogenic clusters we observed an increased number of both early myogenic precursors (Cluster 9, *Msc+, Myf5+*) and differentiated myocytes (Cluster 17, *Myl4+*) as development progressed (Figure 2A). The number of cells in Clusters 1 (*Tbx22+*), 3 (*Hic1+*) and 4 (*Tbx15+*) also increased from E13.5 to E15.5, but the number of cells in CNC-derived Clusters 0 (*Tfap2b+*), 7 (*Aldh1a2+*), and 8 (*Top2a+*) gradually decreased. This suggests that Clusters 0, 7, and 8 may be progenitors that are transiently present at early stages of soft palate development and give rise to Clusters 1, 3, and 4 (Figure 2A–B). To test this, we also computationally predicted the differentiation trajectory of CNC-derived cells using pseudotime analysis. 

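Shares of the CNC-derived cells outside the osteogenic-like and chondrogenic-like clusters were followed. Perimysial-like cells made up 9.32% at E13.5 (95% interval 8.47 to 10.2%), 12.1 and 25.8% in the E14.5 libraries, and 24.6% at E15.5 (23.1 to 26.2%). This rise of 15.3 percentage points depended on the clustering. At a resolution of 0.4 the share went from 33.3 to 30.8%, a change of -2.51 points. With every cell thinned before clustering, the change was -5.88 points. Midline mesenchymal-like cells made up 13.8% at E13.5, 13.9 and 17.2% in the E14.5 libraries, and 23.1% at E15.5 (21.6 to 24.6%). Mitotic-like cells made up 20.6% at E13.5 (19.4 to 21.8%), 14.4% in both E14.5 libraries, and 9.69% at E15.5 (8.66 to 10.8%). Progenitor-like cells made up 15.4% at E13.5 (14.4 to 16.6%), 18.4 and 5.38% in the E14.5 libraries, and 15.7% at E15.5 (14.4 to 17.1%). The difference of 0.280 points in this class is within the counting error of both shares.
Within the class, cluster 19, with the highest *Tfap2b*, fell from 4.58 to 0.0332%. Cluster 5, with *Aldh1a2*, made up 22.3% at E13.5, 11.8 and 2.54% in the E14.5 libraries and 4.84% at E15.5. Cluster 1, with *Tbx15*, made up 9.12% at E13.5, 16.8 and 29.9% in the E14.5 libraries and 16.0% at E15.5. In the clustering with only library 1 at E14.5, the change of the progenitor-like class from E13.5 to E15.5 was -22.8 points. The 2 libraries at E14.5 differed by more than counting error in the progenitor-like and perimysial-like shares. The same holds for the midline mesenchymal-like share, with intervals of 12.6 to 15.2% in library 1 and 15.8 to 18.6% in library 2. From its changes in cell number, the paper proposes that its Clusters 0, 7 and 8 are progenitors of the early stages that give rise to its Clusters 1, 3 and 4.

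**Figure D1:**
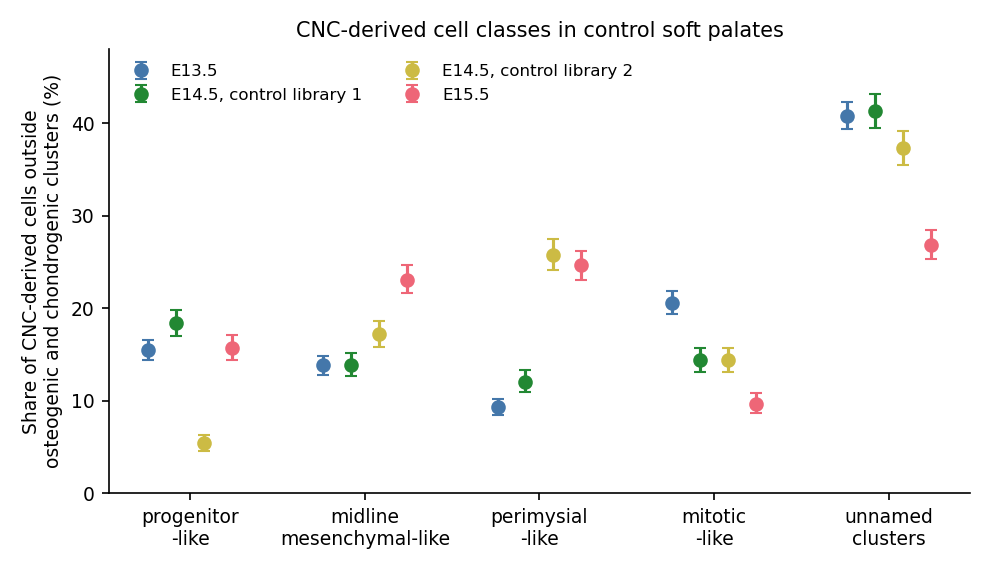
Share of CNC-derived cells outside the osteogenic-like and chondrogenic-like clusters (y axis, %) in each class (x axis) at E13.5, in the 2 libraries of E14.5 and at E15.5. Points are single libraries and bars are 95% Clopper-Pearson intervals, which cover counting error only. The mitotic-like share goes from 20.6% at E13.5 to 9.69% at E15.5.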

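Pseudotime was computed here as diffusion pseudotime in scanpy, with 30 neighbors and 10 components in the integrated space, on the CNC-derived cells outside the osteogenic-like and chondrogenic-like clusters. The root was set in the progenitor-like cluster 6, so order from it is not independent of that choice. The median was 0.0822 in cluster 6, 0.132 in the midline mesenchymal-like cluster 2, and 0.219 in the mitotic-like cluster 3. It was 0.245 in cluster 1, 0.279 in cluster 5 and 0.352 in the perimysial-like cluster 0. The other progenitor-like cluster, 19, had a median of 0.270 and cluster 17 had 0.710. By stage, the medians were 0.219 at E13.5, 0.235 at E14.5 and 0.206 at E15.5, a difference of -0.0122 between E15.5 and E13.5. This sign changed with the root. It was positive with a root in cluster 3 (0.00159), cluster 5 (0.00582) or cluster 19 (0.0107), and negative with a root in the other 5 clusters tried. In a graph abstraction (PAGA), where 1 is the strongest link, cluster 6 was linked to cluster 19 with 0.622, to cluster 2 with 0.517 and to cluster 5 with 0.286. The perimysial-like cluster 0 was linked to cluster 1 with 0.295 and to cluster 5 with 0.171, and to cluster 2 with 0.00198. No link carries a direction.

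**Figure D2:**
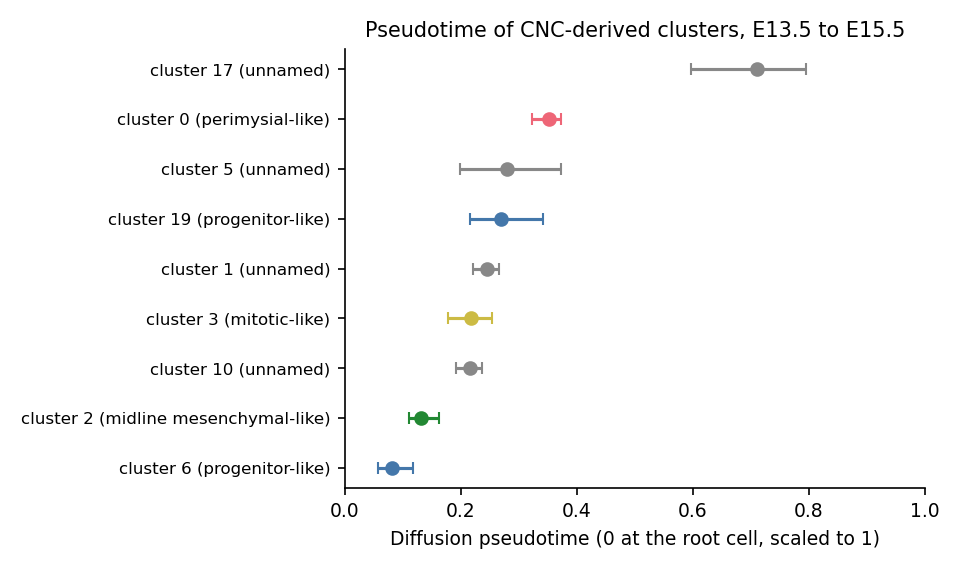
Diffusion pseudotime (x axis, 0 at the root cell) of each CNC-derived cluster (y axis), rooted in cluster 6. Points are medians over cells and bars are quartiles. The median runs from 0.0822 in cluster 6 to 0.352 in the perimysial-like cluster 0 and 0.710 in cluster 17.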

Our results predicted Cluster 0 to be common CNC-derived progenitors that bifurcate into two more committed groups: perimysial progenitors (Cluster 7) for the later perimysial population (perimysial fibroblasts) (Clusters 3 and 4), and another group of progenitors (a subset of Cluster 0 and Cluster 8) for midline mesenchymal cells (Cluster 1) (Figure 2—figure supplement 1B–C). The integration analysis suggested that the fate decision between perimysial and midline mesenchymal cells happens at E13.5-E14.5. Cluster 8, predicted to be a more committed group of progenitors, represents the Top2a+ mitotic population. Because mitosis establishes a time window during which transcription factors can easily access and activate genes important for cell lineage determination (Gurdon, 2016), cells with high mitotic activity are likely undergoing cell fate transition. Therefore, those Top2a+ mitotic cells might be transitioning from early progenitor status to becoming more committed to a particular fate. Interestingly, the number of *Aldh1a2+* cells in Cluster 7 gradually decreased, but the number of *Aldh1a2*+ cells increased in Clusters 3 and 4 from E13.5 to E15.5 (Figure 2B), probably because *Aldh1a2* labels both the majority of the early perimysial population (Cluster 7) and also some of the late perimysial populations (Clusters 3 and 4).

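*Aldh1a2* (ENSMUSG00000013584) lies on chromosome 9 of GRCm38/mm10 from 71215789 to 71296243 and encodes an enzyme of retinoic acid synthesis. Thinning left out 29, 152 and 190 CNC-derived cells at E13.5, E14.5 and E15.5. After it, 17.8% of the CNC-derived cells outside the osteogenic-like and chondrogenic-like clusters had a UMI of *Aldh1a2* at E13.5 (766 of 4315), 8.54% at E14.5 (466 of 5455) and 5.95% at E15.5 (168 of 2824). In endothelial-like cells the shares were 2.30, 0.606 and 0%. The median depth before thinning was 11686, 7756 and 6000.5 UMIs in the CNC-derived cells and 9761, 8774.5 and 5465.5 in the endothelial-like cells. Unthinned, the CNC-derived shares were 29.0, 15.1 and 9.19%. Cluster 5, which had the most such cells at E13.5, held 380 positive cells (8.81% of the CNC-derived cells, 95% interval 7.98 to 9.69%) at E13.5, 72 (1.32%) at E14.5 and 5 (0.177%, 0.0575 to 0.413%) at E15.5. The 72 cells at E14.5 were 69 of library 1 and 3 of library 2. In the perimysial-like cluster 0 the shares were 2.92% (126 cells, 2.44 to 3.47%), 2.79% (152) and 2.76% (78 cells, 2.19 to 3.44%), a change of -0.158 points that is within counting error. Within cluster 0, positive cells fell from 31.4 to 11.2% of the cluster. In cluster 1 they rose from 0.788% (34 cells, 0.546 to 1.10%) to 1.72% (94) and 1.98% (56 cells, 1.501 to 2.57%) of the CNC-derived cells. Without thinning, cluster 5 held 577, 122 and 15 positive cells.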

**Figure 2.**
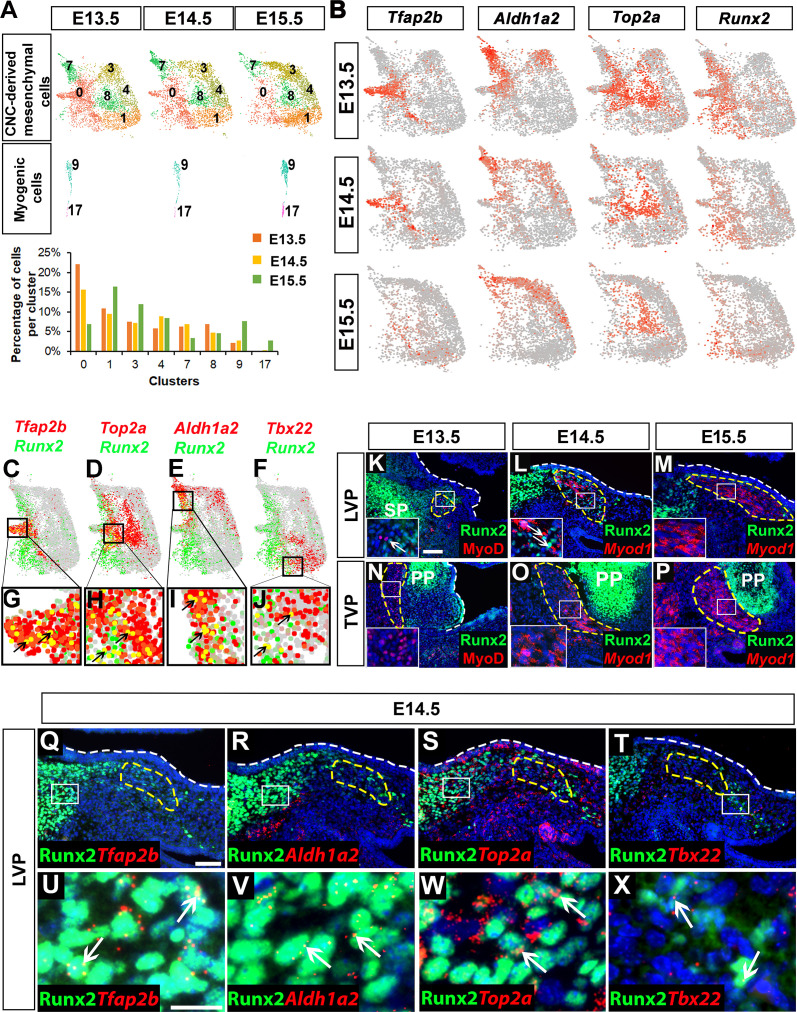
Runx2 is expressed in cranial neural crest (CNC)-derived progenitors and perimysial cells during soft palate development. (**A**) Individual UMAP clustering of CNC-derived mesenchymal and myogenic cells at three different embryonic stages (E13.5, E14.5, and E15.5) from integration analysis (top and middle panel). Percentages of cells in different CNC-derived and myogenic clusters in control soft palates at E13.5, E14.5, and E15.5 based on the integrated analysis (bottom panel). (**B**) Expression patterns of marker genes that are expressed transiently during early stages of soft palate development. (**C–J**) Co-expression of *Runx2* with cluster-specific markers *Tfap2b*, *Top2a*, *Aldh1a2*, *Tbx22* in E13.5-E15.5 soft palate integration analysis. Boxed areas in (**C–F**) are enlarged in (**G–J**). Black arrows point to cells co-expressing *Runx2* with individual cluster-specific markers. (**K–P**) Runx2 with myogenic markers MyoD or *Myod1* on coronal sections of the tensor veli palatini (TVP) and levator veli palatini (LVP) regions of control mice at E13.5, E14.5, and E15.5. Boxes indicate regions shown at higher magnification in the insets. (**Q–X**) Co-localization of Runx2 with cluster-specific marker genes *Tfap2b*, *Aldh1a2*, *Top2a*, and *Tbx22* on coronal sections of the LVP region of E14.5 control mice. Boxed areas in Q-T are enlarged in U-X. Yellow dashed lines in (**K–T**) outline the myogenic cells. White dashed lines outline the palatal shelf. Scale bars in K and Q indicate 100 μm for K-P and Q-T. Scale bar in U indicates 30 μm for U-X.

**Figure 2—figure supplement 1.**
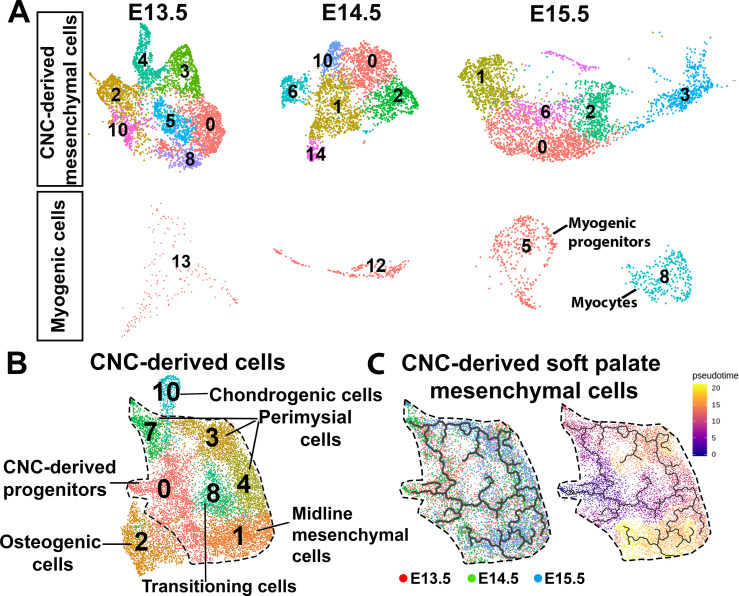
Cranial neural crest (CNC)-derived cells are heterogeneous and dynamic during soft palate development from E13.5 to E15.5. (**A**) UMAP plots of CNC-derived cells from soft palate mesenchyme and myogenic cells at E13.5, E14.5, and E15.5. (**B**) UMAP clustering of CNC-derived cells from E13.5-E15.5 in the soft palate. Black dashed line outlines the non-osteochondrogenic CNC-derived soft palate mesenchymal clusters. (**C**) Monocle three pseudotime trajectory analysis of CNC-derived soft palate mesenchymal cells showing the sequential fate determinations of CNC-derived cells. Left panel: pseudotime trajectory colored by stage; Right panel: pseudotime trajectory colored by timeline.

Notably, we observed that expression of *Runx2* in the CNC-derived mesenchyme gradually decreased from E13.5 to E15.5, suggesting it might play a role in regulating CNC-derived cell differentiation during early soft palate development (Figure 2B). Furthermore, *Runx2* was expressed not only by the CNC-derived common progenitors Cluster 0 (*Tfap2b+*), but also by other more committed progenitor cells, Cluster 8 (*Top2a+*) and Cluster 7 (*Aldh1a2+*), which were mainly distributed around the bifurcation regions of different lineages; only a few midline mesenchymal cells in Cluster 1 (*Tbx22+*) expressed *Runx2* (Figure 2C–J).

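*Runx2* (ENSMUSG00000039153) lies on chromosome 17 of GRCm38/mm10 from 44495987 to 44814797. In the CNC-derived cells outside the osteogenic-like and chondrogenic-like clusters, *Runx2* was at 68.7 CPM (95% interval 66.6 to 70.8) at E13.5, at 44.0 and 16.3 CPM in the E14.5 libraries, and at 22.5 CPM (20.5 to 24.6) at E15.5. The log2 ratio of E15.5 to E13.5 was -1.61 (-1.75 to -1.48). The median gene shifted by -0.10, and relative to it the ratio was -1.52. The setting that moved this ratio most was the mean of each cell's counts per 10000, with -2.09. With the osteogenic-like and chondrogenic-like cells kept in it was -1.28. Within classes, *Runx2* went from 76.6 to 25.0 CPM in progenitor-like cells and from 83.3 to 37.8 CPM in mitotic-like cells. In cluster 5 it was at 103 CPM at E13.5 and at 107 CPM at E15.5. The highest level was in osteogenic-like cells, with 285 CPM at E13.5 and 167 CPM at E15.5.
After thinning, 15.0% of the CNC-derived cells outside those clusters had a UMI of *Runx2* at E13.5 (646 of 4315), 9.57 and 2.77% in the E14.5 libraries, and 3.65% at E15.5 (103 of 2824). In endothelial-like cells the shares were 1.15% of 87 cells at E13.5 and 0% of 165 and 89 cells at E14.5 and E15.5. Epithelial-like cells had 8.15, 4.17 and 5.71%, with median depths of 18507, 12366 and 11580.5 UMIs before thinning. At E15.5 the CNC-derived share was thus below that of the epithelial-like cells. Unthinned, the CNC-derived shares were 36.5, 15.0 and 7.47%. From the fall over stages, the paper proposes that *Runx2* plays a part in CNC-derived cell differentiation early in soft palate development.

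**Figure D3:**
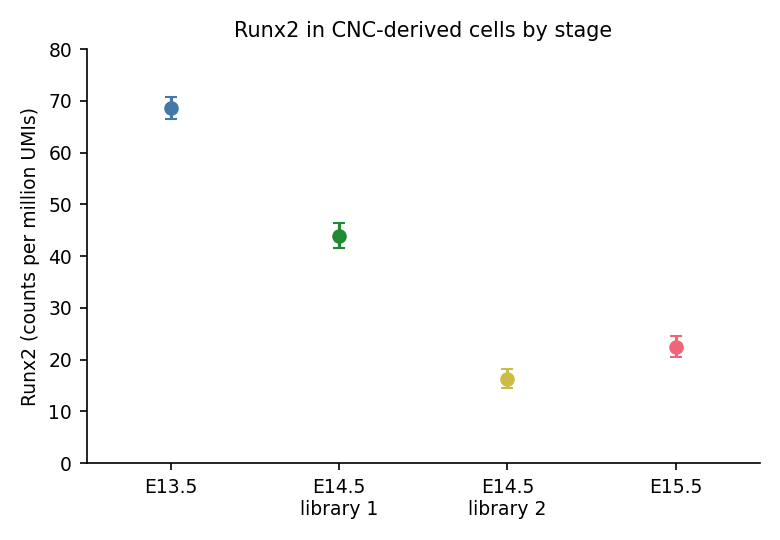
*Runx2* in CNC-derived cells outside the osteogenic-like and chondrogenic-like clusters (y axis, CPM) at each stage (x axis). Points are single libraries and bars are 95% Poisson intervals, which cover counting error only. The level goes from 68.7 at E13.5 to 22.5 at E15.5, and the 2 libraries of E14.5 stand at 44.0 and 16.3.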

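The CNC-derived cells were taken here with the osteogenic-like and chondrogenic-like cells. At E13.5, a UMI of *Runx2* was found after thinning in 16.9% of the cells with a UMI of *Tfap2b* (99 of 586, 95% interval 13.9 to 20.2%). It was found in 19.2% of those with *Top2a* (265 of 1381, 17.1 to 21.4%), 16.9% of those with *Aldh1a2* (135 of 801, 14.3 to 19.6%) and 13.8% of those with *Tbx22* (36 of 261, 9.85 to 18.6%). The cells without the respective marker had 20.7, 20.7, 20.9 and 20.6%. They include osteogenic-like cells, which had the highest *Runx2* level. Outside the osteogenic-like and chondrogenic-like clusters, the share of all CNC-derived cells, given above, is below these values. The marker-negative cells are therefore no background of palate mesenchyme alone. The 4 intervals of the marker-positive cells overlap, and at this depth a lower share in *Tbx22*-positive cells was not detectable against *Tfap2b*-positive cells. These shares were not taken without the osteogenic-like and chondrogenic-like cells. Without thinning the shares were 48.6, 49.4, 49.6 and 44.0%. At E14.5 they were 15.6% for *Tfap2b*, 11.7% for *Top2a*, 8.16% for *Aldh1a2* and 9.62% for *Tbx22*. In library 2 of E14.5, 0 of 18 *Tfap2b*-positive and 0 of 35 *Tbx22*-positive cells had a *Runx2* UMI. At E15.5 the shares were 10.4% of 48 cells for *Tfap2b*, 9.72% of 432 for *Top2a*, 1.14% of 175 for *Aldh1a2* and 2.83% of 106 for *Tbx22*. Thinned to 1500 UMIs, none of 25 *Tfap2b*-positive cells had a *Runx2* UMI at E15.5.
By class, *Runx2* was at 18.8 CPM (15.7 to 22.3) in the midline mesenchymal-like cells at E13.5 and at 7.74 CPM at E15.5. In the perimysial-like cluster 0 it was at 5.88 CPM (3.84 to 8.61) and 1.32 CPM. After thinning, 4.87% of the midline mesenchymal-like cells and 1.25% of the perimysial-like cells had a *Runx2* UMI at E13.5. Both are below the share of the epithelial-like cells at that stage. In cluster 5, led by *Aldh1a2*, the *Runx2* level was above that of the progenitor-like cells at both of these stages. The progenitor-like and mitotic-like cells had 18.5 and 19.6%.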

To investigate the functional significance of Runx2 for soft palate development *in vivo*, we examined Runx2 expression in the TVP and LVP regions of control mice. Double staining of Runx2 and the myogenic marker MyoD/*Myod1* from E13.5-E15.5 revealed changes in Runx2 expression in the myogenic region as development progressed. Runx2 expression was gradually restricted from most of the palate primordium at E13.5 to only the mesenchymal cells in the putative progenitor, perimysial, and osteogenic sites in the LVP region at E14.5; eventually, it was found only in the osteogenic regions at E15.5 (Figure 2K–M). As there was no detectable Runx2 expression in the TVP perimysial site from E13.5 to E15.5 (Figure 2N–P), we focused on the LVP region as we investigated the colocalization of Runx2 with markers of early CNC-derived progenitors and different lineages *in vivo*. Consistent with our single-cell analysis, Runx2 was predominantly expressed in the putative progenitor population (*Tfap2b+*), actively amplifying population (*Top2a+*) and perimysial cells (*Aldh1a2+*), with only a few in the midline mesenchymal cells (*Tbx22+*) (Figure 2Q–X). Previous studies have shown that CNC-derived cells guide the migration and potentially regulate the maturation of mesoderm-derived myogenic precursors in the soft palate through tissue-tissue interactions (Grimaldi et al., 2015; Li et al., 2019; Sugii et al., 2017). We hypothesized that Runx2 may regulate differentiation of CNC-derived cells in a cell-autonomous manner at early stages, which may indirectly affect myogenesis in the soft palate mesenchyme.

### Loss of *Runx2* in CNC-derived cells results in soft palate development defects

To test the functional significance of Runx2 in regulating soft palate muscle development, we specifically targeted Runx2 in CNC-derived palate mesenchymal cells. We first tested whether *Osr2-Cre*, which specifically labels the CNC-derived cell subset in the developing palatal mesenchyme from the beginning of palatal shelf outgrowth (Lan et al., 2007), could also label the CNC-derived population in the soft palate. We confirmed in *Osr2-Cre;tdTomato* mice that tdTomato+ cells indeed contribute to soft palate mesenchyme including the perimysial cells surrounding all soft palatal muscles as early as E14.5 (Figure 3—figure supplement 1A–G). Furthermore, co-expression of tdTomato and Runx2 in the soft palate suggested that we could use *Osr2-Cre* to specifically delete *Runx2* in a subset of CNC-derived cells in the soft palate region (Figure 3—figure supplement 1A–G).

To test whether Runx2 is a key regulator of soft palate development, we next generated *Osr2-Cre;Runx2^fl/fl^* mice, which showed cleft soft palate (5/10), misoriented muscle fibers and reduced muscle size (10/10) along with defects in hard tissues including the palatine bone (3/6) and pterygoid process (6/6) (Figure 3A–F; Figure 3—figure supplement 2A–J). Intraoral imaging and CT scans showed soft palate cleft in *Osr2-Cre;Runx2^fl/fl^* mice (Figure 3A–F; Figure 3—figure supplement 2D). Notably, in analyzing the CT scans, we found that three out of six *Runx2* mutant mice with missing palatine bones and more severe pterygoid plate defects also had soft palate clefts, while the other three *Runx2* mutants without clefts exhibited palatine bones that were smaller, though not statistically significantly so, and less severe pterygoid plate defects, particularly shorter pterygoid plate height (Figure 3—figure supplement 2A–J), suggesting the severity of skeletal defects is associated with the variability of soft palate clefts in *Osr2-Cre;Runx2^fl/fl^* mice. Consistent with the CT scans, histological analysis showed that the height of pterygoid plate was reduced and muscle attachment was abnormal in the TVP region of *Osr2-Cre;Runx2^fl/fl^* mice (Figure 3G–H,L–M). Because the aponeurosis serves the important function of attaching the hard tissue to the muscle, we also analyzed the fibrous tendon tissue marked by *Scx* by RNAscope *in situ* hybridization. The tendon tissue did not extend to the midline in the palate primordium in the TVP region in *Osr2-Cre;Runx2^fl/fl^* mice as it did in the controls at E16.5 (Figure 3—figure supplement 3I–L). It could be seen more clearly at P0 that the aponeurosis in *Osr2-Cre;Runx2^fl/fl^* mice was thinner and it did not stretch from the lateral-oral side to the medial-nasal side as it did in control mice (Figure 3—figure supplement 4A–D), suggesting its attachment to the posterior bone probably was likely abnormal. As Runx2 is not expressed in the perimysial site of the TVP region, Therefore, this muscle attachment defect of the TVP might be due to disruption of the hard tissue and aponeurosis. In the LVP region, the muscles were reduced in size in *Osr2-Cre;Runx2^fl/fl^* mice compared to controls (Figure 3I–K,N–P). Interestingly, a significant number of LVP muscle fibers had anterior-posterior alignment in *Osr2-Cre;Runx2^fl/fl^* mice (Figure 3O–P), compared to the uniform lateral-medial alignment of LVP muscle fibers in controls (Figure 3J–K). This suggests that the muscle fibers were mis-oriented, similar to the phenotype seen in patients with cleft soft palate. Additionally, we observed that the muscle fibers had centralized nuclei in the soft palate of *Osr2-Cre;Runx2^fl/fl^* mice, which suggests that they had muscle differentiation defects (Figure 3P). Similar muscle defects were also observed in other palatal muscles such as the PLP (Figure 3—figure supplement 3C–D,G–H). We concluded that loss of *Runx2* leads directly to defects in CNC-derived cells and indirectly to muscle defects in the soft palate.

**Figure 3.**
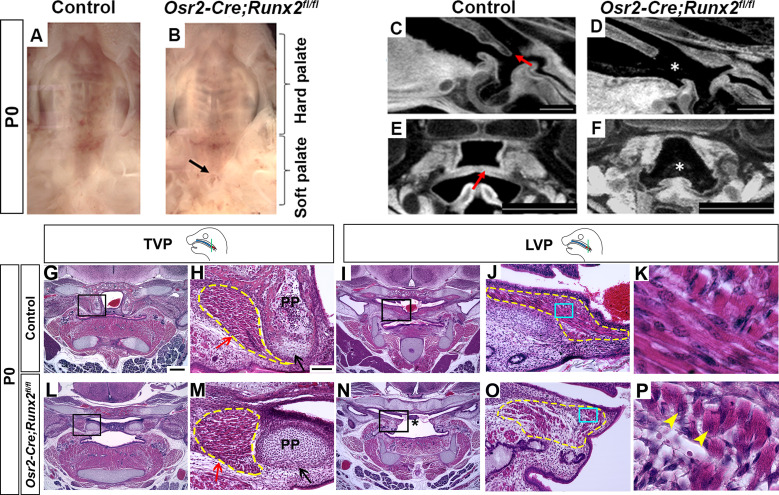
Deletion of *Runx2* in cranial neural crest (CNC)-derived cells leads to craniofacial defects in the soft palate. (**A, B**) Intraoral views of palates from control and *Osr2-Cre;Runx2^fl/fl^* mice at newborn stage (P0). Arrow indicates the cleft in the posterior part of the soft palate. (**C–F**) Sagittal (**C–D**) and coronal (**E–F**) views of microCT scans of newborn control and *Osr2-Cre;Runx2^fl/fl^* mice (N = 3). Red arrows indicate the normal soft palate, and asterisks indicate the cleft in the posterior part of soft palate. (**G–P**) H and E staining of soft palate coronal sections from control and *Osr2-Cre;Runx2^fl/fl^* mice at P0 (N = 5). Yellow dashed lines outline the soft palate muscles. Black and red arrows in H and M show the pterygoid plate and tensor veli palatini (TVP) defects, respectively, of *Osr2-Cre;Runx2^fl/fl^* mice. Asterisks in N indicate the cleft soft palate in the levator veli palatini (LVP) region of *Osr2-Cre;Runx2^fl/fl^* mice. Boxed areas in G, I, L, and N are enlarged in H, J, M, and O, respectively. Boxed areas in J and O are enlarged in K and P, respectively. Scale bars in C-D and E-F indicate 0.5 mm and 0.9 mm, respectively. Scale bar in G indicates 400 µm for G, I, L, and N. Scale bar in H indicates 100 µm for H, J, M, and O. Yellow arrowheads in P indicate the centralized nuclei in mutant muscle cells.

**Figure 3—figure supplement 1.**
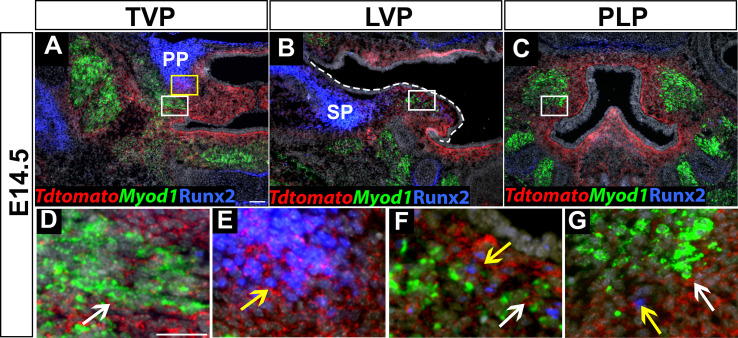
*Osr2-Cre* specifically deletes *Runx2* in the soft palate region. (**A–G**) Immunostaining of Runx2 and RNAscope *in situ* hybridization of *tdTomato* with myogenic marker *Myod1* on coronal sections of tensor veli palatini (TVP), levator veli palatini (LVP), and palatopharyngeus (PLP) regions at E14.5. White dashed line outlines the palatal shelf in B. White and yellow boxes in A are enlarged in D and E. White boxes in B and C are enlarged in F and G, respectively. White arrows show the tdTomato+ cells surround all soft palatal muscles in *Osr2-Cre;tdTomato* mice in D, F, and G. Yellow arrows show colocalization of Runx2 and *tdTomato* in E, F, and G. Scale bar in A indicates 100 µm in A-C. Scale bar in D indicates 50 µm in D-G.

**Figure 3—figure supplement 2.**
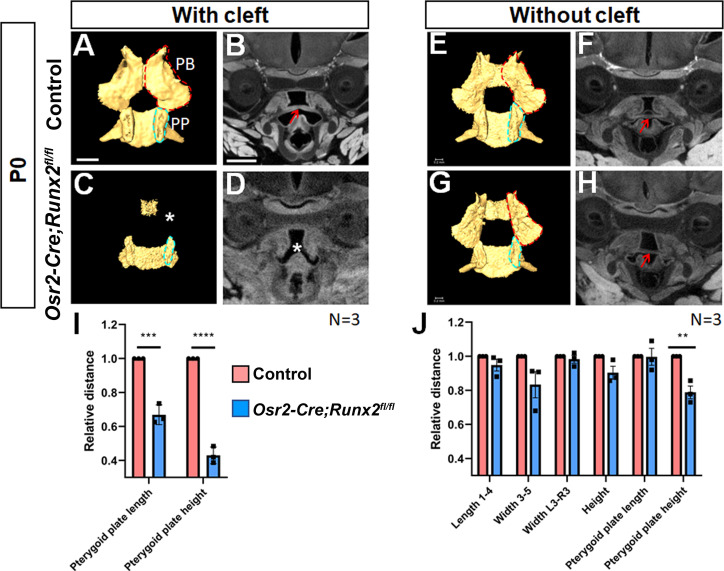
Deletion of *Runx2* in cranial neural crest (CNC)-derived cells gives rise to hard tissue defects in *Osr2-Cre;Runx2^fl/fl^* mice. (**A, C, E, G**) Isolated palatine bones and sphenoid bones from control (**A,E**) and *Osr2-Cre;Runx2^fl/fl^* (**C, G**) mice. (**B, D, F, H**) Coronal views of soft tissue microCT scans of newborn control (**B,F**) and *Osr2-Cre;Runx2^fl/fl^* mice (**D,H**). (**I**): Quantification of the size (length and height) of the pterygoid plate from control (red bars) and *Osr2-Cre;Runx2^fl/fl^* (blue bars) mice. ***p<0.001; ****p<0.0001. (**J**): Quantification of the size (length, width and height) of the palatine bone and the size (length and height) of the pterygoid plate from control (red bars) and *Osr2-Cre;Runx2^fl/fl^* (blue bars) mice. **p<0.01. PB: Palatine bone; PP: Pterygoid plate. Red dashed lines outline the palatine bone. Blue dashed lines outline the pterygoid plate. White asterisk indicates the missing palatine bone or cleft. Red arrows indicate the normal soft palate. Scale bars in A and B indicate 0.6 mm for A, C, E, G and B, D, F, H, respectively. Figure 3—figure supplement 2—source data 1.Source data for Figure 3—figure supplement 2I. Figure 3—figure supplement 2—source data 2.Source data for Figure 3—figure supplement 2J.

**Figure 3—figure supplement 3.**
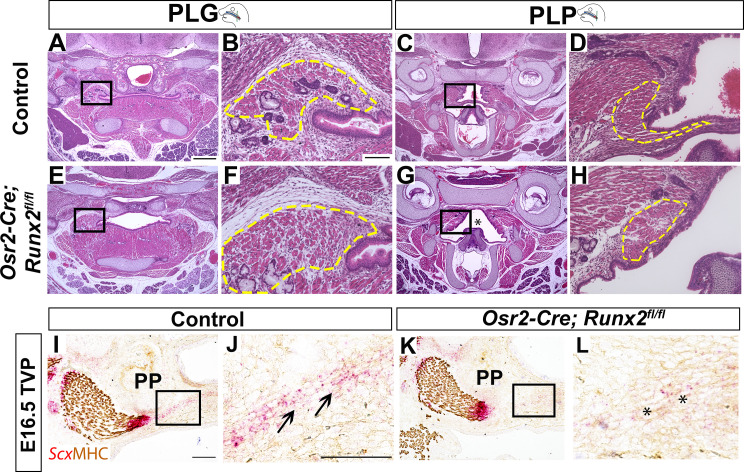
Deletion of *Runx2* in cranial neural crest (CNC)-derived cells gives rise to soft palate defects in *Osr2-Cre;Runx2^fl/fl^* mice. (**A–H**) H and E staining of soft palate coronal sections from control and *Osr2-Cre;Runx2^fl/fl^* mice at P0. Yellow dashed lines outline the soft palatal muscles. Asterisks in G indicate the cleft soft palate in the PLP region of *Osr2-Cre;Runx2^fl/fl^* mice. Boxed areas in A, C, E, and G are enlarged in B, D, F, and H, respectively. (**I–L**) RNAscope *in situ* hybridization of *Scx* and immunostaining of MHC in the tensor veli palatini (TVP) regions of coronal sections of E16.5 control and *Osr2-Cre;Runx2^fl/fl^* mice. Asterisks indicate the altered tendon structure in *Osr2-Cre;Runx2^fl/fl^* mice. Scale bar in A indicates 400 µm for A, C, E, G. Scale bar in B indicates 100 µm for B, D, F, H. Scale bars in I and J indicate 100 µm for I, K and J, L, respectively.

**Figure 3—figure supplement 4.**
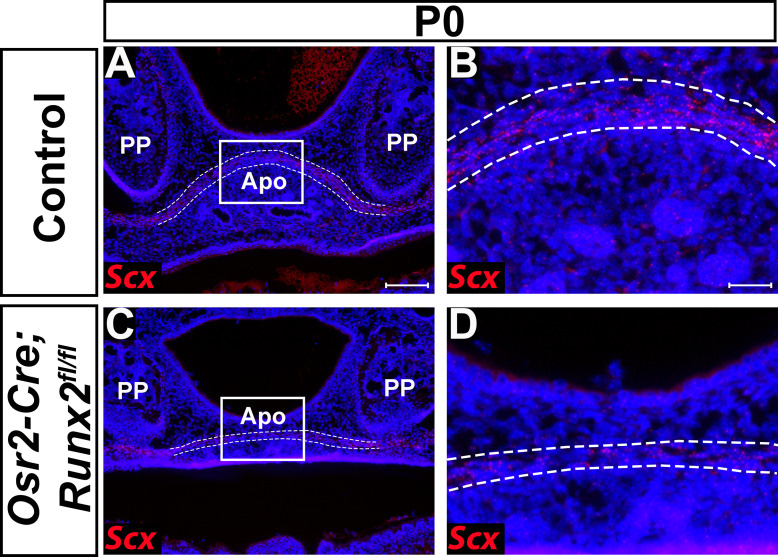
Deletion of *Runx2* in cranial neural crest (CNC)-derived cells gives rise to aponeurosis defects in *Osr2-Cre;Runx2^fl/fl^* mice. (**A–D**) RNAscope *in situ* hybridization of *Scx* of coronal sections in the tensor veli palatini (TVP) region of P0 control and *Osr2-Cre;Runx2^fl/fl^* mice. Scale bar in A indicates 100 µm for A and C. Scale bar in B indicates 25 µm for B and D.

To examine soft palate muscle differentiation in *Osr2-Cre;Runx2^fl/fl^* mice, we analyzed expression of myogenic markers at multiple developmental stages to identify the time point at which muscle defects began to appear using the LVP as an example. In the LVP, there was no apparent change of early myogenic marker MyoD expression between control and *Osr2-Cre;Runx2^fl/fl^* mice at E13.5 (Figure 4—figure supplement 1A–B). MyoD staining revealed that defects started to appear at E14.5 (Figure 4A–B), when the palatal shelves began to grow and protrude towards the midline. Expression of the late myogenic marker MHC was decreased in the soft palate of *Osr2-Cre;Runx2^fl/fl^* mice compared to controls at E15.5 (Figure 4C–D), suggesting delayed muscle differentiation. This reduced expression of MHC persisted in the soft palate of *Osr2-Cre;Runx2^fl/fl^* mice at E16.5 (Figure 4—figure supplement 1C–D). MHC staining suggested that the myoblasts had fused to form myofibers, which were uniformly aligned in layers running in the lateral-to-medial direction in the LVP of control samples at E15.5 (Figure 4C). However, more immature myoblasts and fewer differentiated myofibers were present in *Osr2-Cre;Runx2^fl/fl^* mice (Figure 4D) and the myofibers extended in different directions, potentially hindering further muscle development and compromising physiological function.

**Figure 4.**
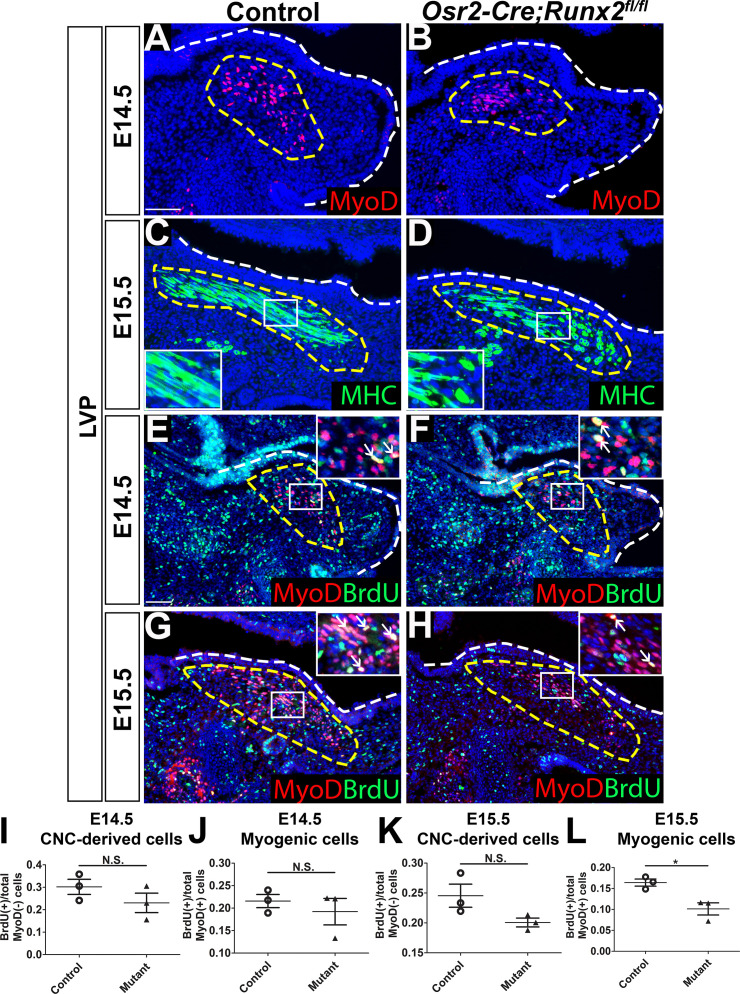
Loss of *Runx2* in cranial neural crest (CNC)-derived cells results in myogenic proliferation and differentiation defects of the levator veli palatini (LVP). (**A–B**) MyoD and (**C–D**) MHC immunostaining on coronal sections of the LVP regions of control and *Osr2-Cre;Runx2^fl/fl^* mice at E14.5 and E15.5. Yellow dashed lines outline the myogenic cells. Boxed areas are enlarged as insets in the same image. (**E–H**) Immunostaining of BrdU and MyoD on coronal sections from the LVP regions of control and *Osr2-Cre;Runx2^fl/fl^* mice at E14.5 and E15.5. Yellow dashed lines outline the location of myogenic cells in the LVP regions. Boxed areas are enlarged as insets in the same image. White arrows in the insets indicate BrdU+ myogenic cells. (**I–L**) Quantitation of proliferation rates of CNC-derived and myogenic cells in E14.5 (**I–J**) and E15.5 (**K–L**) coronal sections of the LVP regions of control (**E, G**) and *Osr2-Cre;Runx2^fl/fl^* (**F, H**) mice (N = 3 mice, four sections per region per mouse). White dashed lines outline the palatal shelf. * indicates p value = 0.02. Scale bars in A and E indicate 100 µm for A-D and E-H, respectively. Figure 4—source data 1.Source data for Figure 4I–L.

**Figure 4—figure supplement 1.**
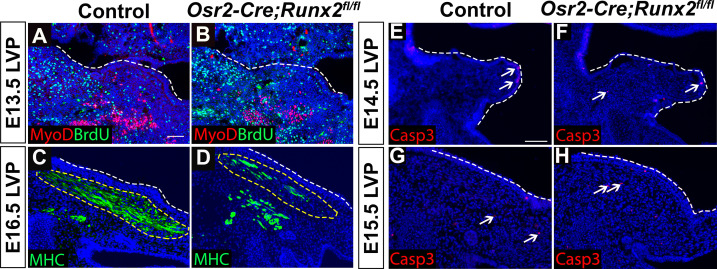
Loss of *Runx2* in cranial neural crest (CNC)-derived cells results in myogenic differentiation but no apoptotic defects of the levator veli palatini (LVP). (**A–B**) Immunostaining of BrdU and MyoD on coronal sections of the LVP regions of control and *Osr2-Cre;Runx2^fl/fl^* mice at E13.5. (**C–D**) Immunostaining of MHC on coronal sections of the LVP regions of control and *Osr2-Cre;Runx2^fl/fl^* mice at E16.5. (**E–H**) Immunostaining of Caspase three on coronal sections of the LVP regions of control and *Osr2-Cre;Runx2^fl/fl^* mice at E14.5 (**E–F**) and E15.5 (**G–H**). White arrows indicate Caspase3+ cells in E-H. Yellow dotted lines outline the location of myogenic cells in the LVP regions. White dashed lines outline the palatal shelf primordium or the palatal shelf. Scale bars in A and E indicate 100 µm for A-D and E-H, respectively.

To investigate the cellular mechanism underlying soft palate defects in *Osr2-Cre;Runx2^fl/fl^* mice, we analyzed cell proliferation, apoptosis, and differentiation. Consistent with the MyoD expression pattern, we did not detect any change in the number of BrdU+ proliferating cells in the LVP region of *Osr2-Cre;Runx2^fl/fl^* mice compared to controls at E13.5 (Figure 4—figure supplement 1A–B). In the LVP region at E14.5 and E15.5, the proliferation rate of MyoD- CNC-derived cells did not have significant difference in the perimysial sites of *Osr2-Cre;Runx2^fl/fl^* mice compared to controls (Figure 4E–H,I,K). The proliferation rate of MyoD+ myogenic cells was not significantly different between controls and *Runx2* mutants at E14.5 (Figure 4E–F,J), but a significant reduction in the proliferation rate was observed in *Runx2* mutants at E15.5 (Figure 4G–H,L). We also performed caspase3 immunofluorescence staining to investigate cell apoptosis. The number of apoptotic cells was indistinguishable between controls and mutants at E14.5 and E15.5 (Figure 4—figure supplement 1E–H). It is worth noting that although the proliferation rate of CNC-derived cells in the *Runx2* mutant mice were not significantly different from that of the controls, we observed that they had fewer and less proliferative MyoD+ cells than *Runx2^fl/fl^* control mice. These differences might be due to altered signaling in CNC-derived cells causing the reduction of MyoD expression as well as proliferation defects of myogenic cells in *Osr2-Cre;Runx2^fl/fl^* mice.

### Runx2 plays an important role in the lineage commitment of CNC-derived cells in the soft palate

To investigate whether Runx2 regulates CNC-derived cell fate determination during soft palate development, we compared cell composition and gene expression profiles of E14.5 *Osr2-Cre;Runx2^fl/fl^* and control soft palates using scRNA-seq, bulk RNA-seq, and *in vivo* expression analyses. 

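At E14.5, the 2 control libraries were compared with 1 single-cell library labelled *Osr2-Cre;Runx2 fl/fl*. This library held 11321 cells and 56883787 UMIs. The same filters kept 10332 cells, with a median of 4449.5 UMIs, and control and labelled-mutant cells were integrated apart from the stages with the same settings. Scrublet's automatic threshold called 1707 of these cells (16.5%) as doublets against 0 and 1 in the control libraries, so it was not applied, and no doublets were removed. The integration had 28 clusters. With 1 library per genotype on the mutant side, no test between genotypes was possible, and intervals cover counting error only.
*Runx2* itself was not lower in the library labelled mutant. In the CNC-derived cells outside the osteogenic-like and chondrogenic-like clusters it was at 40.3 and 14.3 CPM in the control libraries and at 83.9 CPM (95% interval 80.8 to 87.0) in the library labelled *Osr2-Cre;Runx2 fl/fl*. The UMI table counts a gene as a whole and does not show whether an exon is missing. All values of this comparison are therefore given by the libraries' labels. Ribosomal protein genes took 22.9 and 33.5% of the UMIs in the control libraries and 11.6% in the library labelled mutant. The median gene in the CNC-derived cells was shifted by 0.44 log2 against control library 1 and by 0.94 against control library 2. The share of ribosomal protein genes alone would shift all other genes by 0.20 and 0.41 log2, so it gives part of this at most. Changes of single genes are also given relative to this median.
Bulk RNA-seq of soft palates at E14.5 had 3 control and 3 *Osr2-Cre;Runx2 fl/fl* samples. The reads were trimmed, aligned with STAR to mm10 and normalized by the upper quartile, and the authors compared the genotypes with Partek Flow's gene-specific analysis. The columns of the deposited count table could not be matched to the samples, and no test was run on them. The authors' table of this comparison was used. It gives a ratio, a p value and a false discovery rate (FDR) for 20660 genes. The sample labels carry 2 dates, read here as collection batches. Control 1 and mutants 1 and 2 share 1 date, and controls 2 and 3 and mutant 3 the other. Genotype and batch are therefore partly mixed in the authors' ratios and p values, and this could not be separated. Depth per sample is not known from it. In the authors' table, the ratio of *Runx2* in mutant over control is 1.205 (p = 0.276, FDR 0.865).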

Using integration analysis based on shared variance, we identified similar cell clusters in the soft palates of control and *Osr2-Cre;Runx2^fl/fl^* mice at this stage. However, the composition of the CNC-derived cells was altered in the *Runx2* mutants compared to controls (Figure 5A). 

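In the integration of the E14.5 libraries, 13 clusters were CNC-derived mesenchymal-like, with 14563 of 20444 cells. Outside the osteogenic-like and chondrogenic-like clusters there were 2919 and 2735 cells in the control libraries and 6690 in the library labelled *Osr2-Cre;Runx2 fl/fl*. Another 5 clusters were left unnamed, 4 that passed no threshold for a class and 1 led by meningeal genes. They held 31.4 and 38.2% of these cells in the control libraries and 27.8% in the library labelled mutant. Progenitor-like cells made up 28.4% (95% interval 26.8 to 30.1%) of control library 1, 2.49% (1.94 to 3.14%) of control library 2 and 31.3% (30.2 to 32.4%) of the library labelled mutant. The controls together had 15.9%, which made a difference of 15.4 points. In this clustering the share of the library labelled mutant was also above that of control library 1, and the intervals did not overlap. In the clustering with control library 1 alone the difference was -1.36 points. That reversal came with a new clustering as well as with the left-out library, and its cause was not tested. Mitotic-like cells made up 12.8 and 14.7% in the control libraries and 11.6% (10.8 to 12.4%) in the library labelled mutant, a difference of -2.13 points from the controls together. Without the cell cycle regression it was 4.37 points. As a share of all kept cells, myogenic-like cells made up 2.54 and 4.63% of the control libraries and 1.92% (1.66 to 2.20%) of the library labelled mutant, and myocyte-like cells 0.516, 1.86 and 0.242%.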

Using markers of different subtypes of CNC-derived cells, we observed that the percentage of perimysial cells (Cluster 4) in the population decreased in *Runx2* mutants, while the percentage of midline mesenchymal cells (Clusters 0 and 3) increased (Figure 5B). Moreover, *in situ* RNAscope staining revealed decreased expression of perimysial markers in the soft palates of *Runx2* mutants compared to controls at E14.5, suggesting the CNC-derived perimysial populations were affected, potentially leading to further myogenic defects (Figure 5—figure supplement 1A–H). 

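Perimysial-like cells made up 15.8% (95% interval 14.45 to 17.1%) of control library 1, 28.8% (27.1 to 30.5%) of control library 2 and 12.3% (11.6 to 13.1%) of the library labelled *Osr2-Cre;Runx2 fl/fl*, out of the CNC-derived cells outside the osteogenic-like and chondrogenic-like clusters. The difference of the library labelled mutant from the controls together (22.1%) was -9.72 points. It was -3.43 points from control library 1 and -16.4 points from control library 2. The control libraries differed from each other by more than counting error. Midline mesenchymal-like cells made up 11.5% (10.4 to 12.8%) of control library 1, 15.8% (14.48 to 17.3%) of control library 2 and 17.0% (16.1 to 17.9%) of the library labelled mutant. This is 3.36 points above the controls together (13.6%) and 1.15 points above control library 2, whose interval overlaps that of the library labelled mutant. The setting that moved the midline difference most was control library 1 alone in the integration, with 9.35 points. With every cell thinned before clustering, the perimysial-like difference was -0.837 points. The thinning left out 1871 of the cells labelled mutant. *Runx2* was higher in the library labelled mutant, so the direction holds for the label. From the composition, the paper states a decrease of perimysial cells and an increase of midline mesenchymal cells in *Runx2* mutants.

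**Figure D4:**
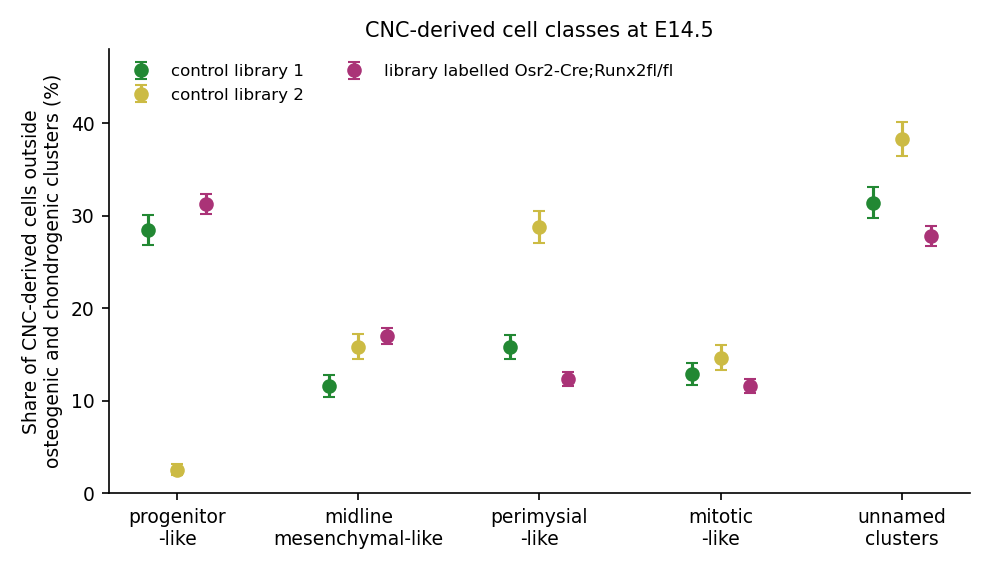
Share of CNC-derived cells outside the osteogenic-like and chondrogenic-like clusters (y axis, %) in each class (x axis) at E14.5, in the 2 control libraries and the library labelled *Osr2-Cre;Runx2 fl/fl*. Points are single libraries and bars are 95% Clopper-Pearson intervals, which cover counting error only. The perimysial-like share is 15.8 and 28.8% in the controls and 12.3% in the library labelled mutant.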

Consistent with the scRNA-seq results, bulk RNA-seq also identified that certain genes associated with specific types of CNC-derived cells were differentially expressed in the *Osr2-Cre;Runx2^fl/fl^* mice (Figure 5—figure supplement 1I). 

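The authors' table has 14 genes with FDR below 0.05, 8 of them higher in the mutant samples, and 1499 genes (7.26%) with p below 0.05, of which 970 were higher and 529 lower. The median log2 ratio over all genes was -0.02. Of the 44 genes named in the paper, 7 passed 0.05 when their p values were adjusted over the list alone (*Twist1*, *Wnt16*, *Meox2*, *Epha7*, *Ibsp*, *Col11a1* and *Myl4*), and 1, *Myl4*, had an FDR below 0.05 over all genes in the authors' table. As the study chose part of this list on these samples, the first count is not independent evidence. The same limit holds for the marker lists below, and the batches of the samples are mixed into all of these ratios. Of the perimysial markers, 6 of 9 were lower. Their median log2 ratio was -0.28, lower than in all but 0.04% of 10000 random lists of genes with like levels. *Aldh1a2* had the authors' ratio 0.636 (p = 0.0214, FDR 0.612) and *Hic1* 0.726 (p = 0.0484, FDR 0.681), while *Lum* had 1.35 and *Tbx15* 1.13. All 3 midline markers were higher, with a median of 0.81 at the 99.97th percentile of random lists. *Wnt16* had the authors' ratio 2.41 (p = 0.00159, FDR 0.291) and *Tbx22* 1.76 (p = 0.0305, FDR 0.630). The progenitor markers had a median of 0.38 at the 96.8th percentile. Of 9 myogenic genes, 8 were lower, with a median of -0.59, below all 10000 random lists. Genes of the random lists were drawn independently of each other. The percentiles therefore do not allow for markers that vary together or for variation between samples, and they are not p values.
In the CNC-derived cells of the single-cell libraries, the perimysial markers had a median log2 ratio of 0.36 for the library labelled mutant over control library 1, at the 68.4th percentile of random lists, and 2 of the 9 were lower. Against control library 2 the median was 1.17. These medians hold the shift of the median gene of all genes, by 0.44 and 0.94 log2. Relative to that gene, the marker at the median of the list had -0.088 against control library 1 (*Efemp1*) and 0.23 against control library 2 (*Igfbp5*). Most of the rise is therefore this shift. The midline markers had a median of 0.89 against control library 1 and -0.24 against control library 2, and the single markers went different ways. *Tbx22* was above both, at 16.8 and 4.77 CPM in the control libraries and at 119 CPM in the library labelled mutant. Relative to the median gene, its log2 ratios were 2.31 and 3.44. *Meis2* was below both, at 512, 775 and 473 CPM. *Wnt16*, the median of the midline list, lay between them, at 37.1, 82.3 and 69.4 CPM. Relative to the median gene, its log2 ratios were 0.44 and -1.18. Of the 44 named genes, 25 were above both control libraries, 10 below both and 9 between them. Relative to the median gene, 16 were above both, 17 below both and 11 between them.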

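*Twist1* (ENSMUSG00000035799) lies on chromosome 12 of GRCm38/mm10 from 33957671 to 33959831, and *Meox2* on the same chromosome from 37108540 to 37179534. In the authors' bulk table, *Twist1* had a ratio of 1.71 in mutant over control (p = 7.90e-05, FDR 0.0846), with authors' means of 195 and 114 normalized counts. *Meox2* had 1.42 there (the authors' p = 0.00446, FDR 0.432), with means of 87.9 and 61.7. Adjusted over the list of 44 alone, p was 0.00174 for *Twist1* and 0.0280 for *Meox2*. In the CNC-derived cells of the single-cell libraries, *Meox2* was at 232 and 76.0 CPM in the control libraries and at 670.1 CPM in the library labelled *Osr2-Cre;Runx2 fl/fl*. *Twist1* was at 620 CPM (95% interval 611 to 628), 159 CPM (154 to 165) and 779 CPM (769 to 788). The log2 ratio of *Twist1* was 0.33 against control library 1 and 2.29 against control library 2. Relative to the median gene it was -0.11 and 1.35, so its direction after this scaling depended on the control library.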

A number of genes not exclusively associated with specific types of CNC-derived cells, including *Twist1 and Meox2*, were also identified as being differentially expressed in the bulk RNA-seq analysis (Figure 5—figure supplement 1I).

**Figure 5.**
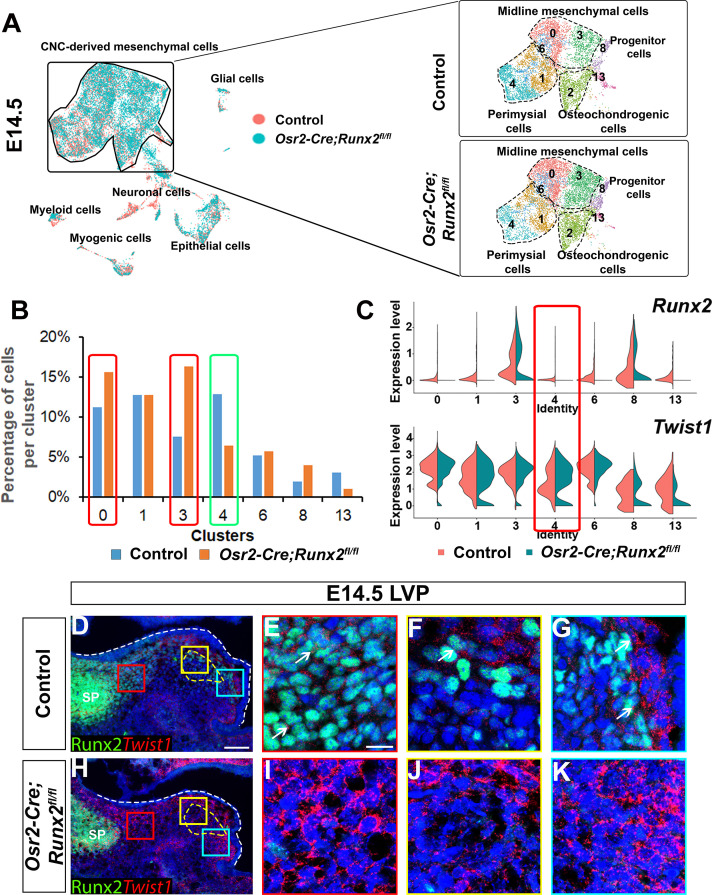
Loss of *Runx2* results in altered cell fate of cranial neural crest (CNC)-derived mesenchymal cells in the soft palate. (**A**) Integration analysis of the soft palate regions of control and *Osr2-Cre;Runx2^fl/fl^* mice at E14.5. Left panel shows the integration analysis of control and *Osr2-Cre;Runx2^fl/fl^* at E14.5. Right panels show the split UMAP clustering views of CNC-derived mesenchymal cells from control and *Osr2-Cre;Runx2^fl/fl^* mice based on the integration analysis. Black dotted lines outline the different subtypes of CNC-derived mesenchymal cells in the soft palate. (**B**) Percentages of cells in different CNC-derived non-osteochondrogenic clusters in control and *Osr2-Cre;Runx2^fl/fl^* soft palates based on the integration analysis in (**A**). Red boxes and green boxes indicate the clusters with an increased and decreased percentages of cells, respectively, in *Osr2-Cre;Runx2^fl/fl^* mice compared to controls. (**C**) Violin plots show the comparative expression levels of *Runx2* and *Twist1* in different CNC-derived non-osteochondrogenic clusters. Red box highlights the differences in *Runx2* and *Twist1* expression in perimysial cell clusters. (**D–K**) Co-expression of Runx2 and *Twist1* on coronal sections of the levator veli palatini (LVP)regions of control and *Osr2-Cre;Runx2^fl/fl^* mice at E14.5. Yellow dashed lines outline the myogenic sites. Red, yellow and blue boxes in D and H are enlarged in E, F, G and I, J, K, respectively. White dashed lines outline the palatal shelf. Scale bar in D indicates 100 µm for D and H. Scale bar in E indicates 20 µm for E-G and I-K.

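Levels of *Runx2* and *Twist1* per class at E14.5 are those of the single-cell libraries, in the CNC-derived cells outside the osteogenic-like and chondrogenic-like clusters. In perimysial-like cells, *Runx2* was at 7.77 CPM (95% interval 5.35 to 10.9; 33 UMIs) in control library 1, 6.18 CPM (32 UMIs) in control library 2 and 19.9 CPM (15.6 to 25.0; 73 UMIs) in the library labelled *Osr2-Cre;Runx2 fl/fl*. It was higher in the library labelled mutant in each of the 4 classes. In progenitor-like cells it was at 76.4, 40.0 and 157 CPM, in midline mesenchymal-like cells at 9.495, 3.24 and 23.4 CPM, and in mitotic-like cells at 53.8, 36.0 and 102 CPM. Relative to the median gene, the log2 ratio to control library 1 was 0.93 in perimysial-like, 0.57 in progenitor-like, 0.86 in midline mesenchymal-like and 0.47 in mitotic-like cells. In endothelial-like cells *Runx2* rose by 5.50 CPM. Free RNA may therefore be part of the rise in the perimysial-like and midline mesenchymal-like cells, where the levels are low.
*Twist1* in perimysial-like cells was at 323 CPM in control library 1, 78.1 CPM in control library 2 and 369 CPM in the library labelled mutant. The log2 ratio was 0.19 against control library 1 and 2.24 against control library 2. Relative to the median gene of these cells, it was -0.23 and 1.34. In midline mesenchymal-like cells *Twist1* was at 979, 198 and 1025 CPM, in progenitor-like cells at 529, 176 and 630.5 CPM, and in mitotic-like cells at 768.5, 216 and 963.5 CPM. Relative to the median gene, the ratio to control library 1 was -0.38 in midline mesenchymal-like, -0.22 in progenitor-like and -0.12 in mitotic-like cells. *Twist1* in control library 2 was below library 1 by more than counting error in every one of these classes.

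**Figure D5:**
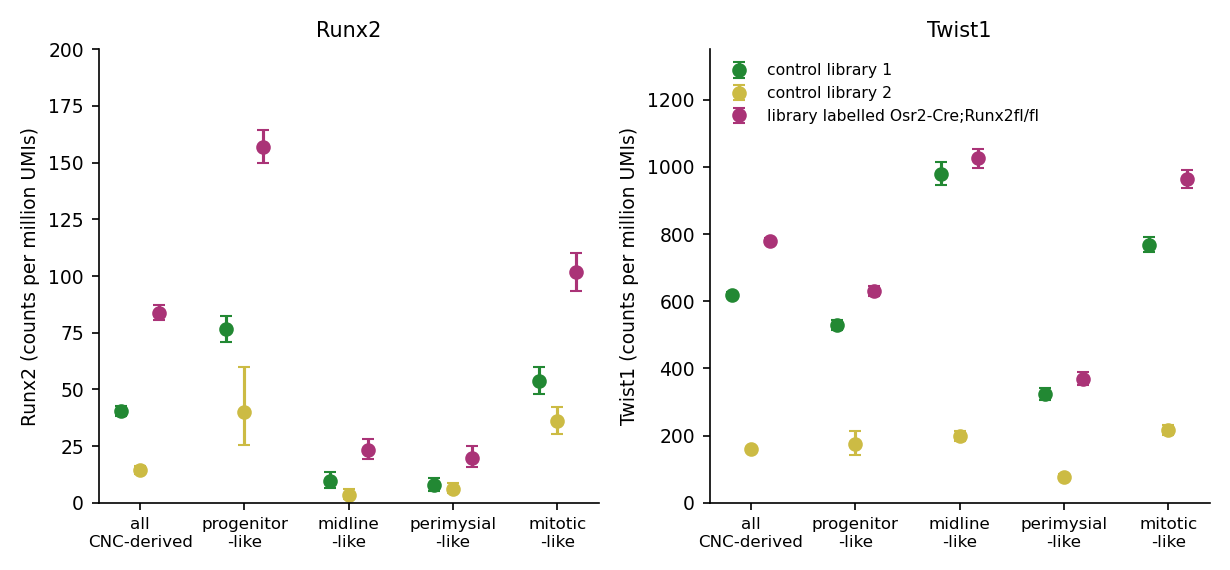
*Runx2* (left) and *Twist1* (right) at E14.5 (y axes, CPM) in all CNC-derived cells outside the osteogenic-like and chondrogenic-like clusters and in each class (x axes). Points are the 2 control libraries and the library labelled *Osr2-Cre;Runx2 fl/fl*, and bars are 95% Poisson intervals, which cover counting error only. In perimysial-like cells *Twist1* is at 323 and 78.1 in the controls and at 369 in the library labelled mutant, and relative to the median gene its ratio changes sign with the control library.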

**Figure 5—figure supplement 1.**
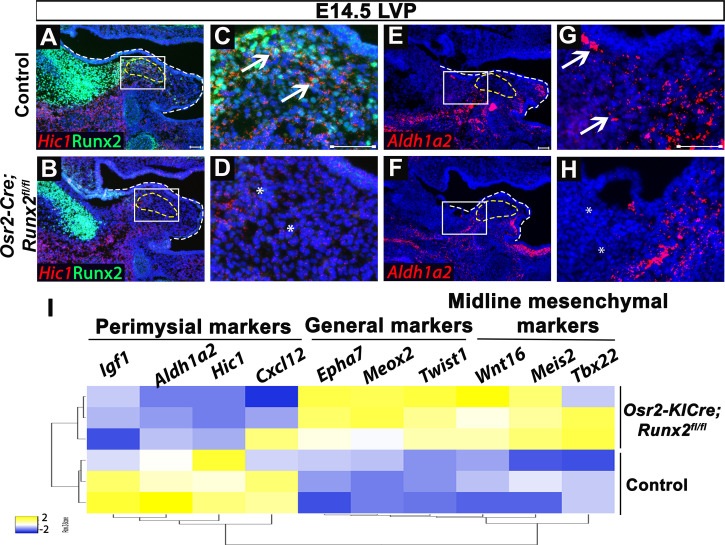
Expression of lineage-specific and general markers is altered in *Osr2-Cre;Runx2^fl/fl^* mice. (**A–H**) Expression of Runx2 and perimysial markers *Hic1* (**A–D**) and *Aldh1a2* (**E–H**) on coronal sections of the levator veli palatini (LVP) regions of control and *Osr2-Cre;Runx2^fl/fl^* mice at E14.5. Yellow dotted lines outline the myogenic sites. White boxes in A, B, E, and F are enlarged in C, D, G, and H, respectively. (**I**) Heatmap comparison of expression profiles of lineage-specific and general cranial neural crest (CNC)-derived cell markers between control and *Osr2-Cre;Runx2^fl/fl^* mice at E14.5 by bulk RNA-seq. White dashed lines outline the palatal shelf. Scale bars in A, C, E, and G indicate 100 µm for A-B, C-D, E-F, and G-H, respectively.

**Figure 5—figure supplement 2.**
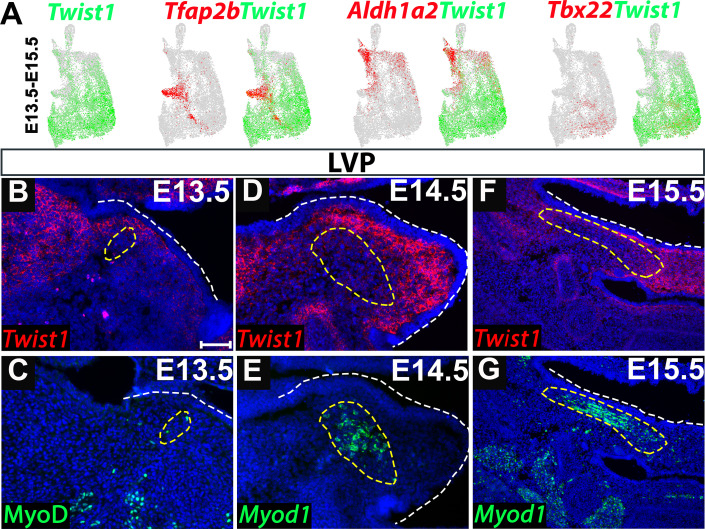
*Twist1* is expressed in the soft palate in a spatiotemporally specific manner. (**A**) Co-expression of *Twist1* and candidate progenitor marker *Tfap2b*, perimysial-specific marker *Aldh1a2* and midline mesenchymal-specific marker *Tbx22* in the integrated E13.5-E15.5 cranial neural crest (CNC)-derived cells of the soft palate mesenchyme. (**B–G**) Expression of *Twist1* (**B, D, F**) and MyoD or *Myod1* (**C, E, G**) on the coronal sections of the levator veli palatini (LVP) regions of control mice from E13.5 to E15.5. Yellow dashed lines show the location of myogenic cells in the soft palate. White dashed lines outline the palatal shelf. Scale bar in B indicates 100 µm for B-G.

We focused our attention on Twist1, which inhibits binding of Runx2 to its downstream targets and antagonizes Runx2’s function in osteoblasts (Bialek et al., 2004). We began by analyzing the expression pattern of *Twist1* during soft palate development. Based on the integration analysis of E13.5-E15.5 single-cell transcriptomes from controls, we observed *Twist1* was primarily expressed in midline mesenchymal cells (*Tbx22+*), while its expression in CNC-derived common progenitors and perimysial cells (*Tfap2b*+; *Aldh1a2+*) was relatively low (Figure 5—figure supplement 2A). In addition, expression of *Twist1* in the CNC-derived cells changed over time. 

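At E13.5, *Twist1* was at 956 CPM (95% interval 933 to 979) in the midline mesenchymal-like cells, 527 CPM in the progenitor-like cells and 139 CPM (128 to 150) in the perimysial-like cells. It was at 678 CPM in the mitotic-like cells and at 720 CPM in cluster 1. At E15.5 the midline mesenchymal-like cells had 717.5 CPM, the progenitor-like cells 541 CPM and the perimysial-like cells 181 CPM. At E14.5 the midline mesenchymal-like cells had 935 CPM in library 1 and 215 CPM in library 2. In library 2, the mitotic-like cells were also at 215 CPM, and the progenitor-like and perimysial-like cells were at 154 and 62.004 CPM. After thinning, 90.1% of the midline mesenchymal-like cells had a UMI of *Twist1* at E13.5 (537 of 596), with 4 cells left out, against 72.2% of the progenitor-like cells. Endothelial-like cells had 1.15% and epithelial-like cells 16.9%.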

In the LVP region, at E13.5 *Twist1* was expressed at a low level in the palate primordium and perimysial sites (Figure 5—figure supplement 2B–C). At E14.5, expression of *Twist1* in the palate primordium had increased, whereas its expression was maintained at a low level in the perimysial site (Figure 5—figure supplement 2D–E). At E15.5, *Twist1* showed a similar expression pattern to that of E14.5 (Figure 5—figure supplement 2F–G). This spatiotemporally specific *Twist1* expression in the palate primordium and myogenic regions of the soft palate was accompanied by an opposite trend in Runx2 expression in the same regions at the same stages. This is perhaps shown most clearly by the colocalization of Runx2 and *Twist1* in the LVP region at E14.5 (Figure 5D–G), which suggested that expression levels of Runx2 and *Twist1* are tightly coordinated during soft palate development. Interestingly, we discovered that expression of *Twist1* was upregulated in most of the palatal shelf region including the perimysial cells in *Osr2-Cre;Runx2^fl/fl^* mice (Figure 5H–K), which suggests that upregulation of *Twist1* in the CNC-derived cells may interrupt their fate determination.

### Haploinsufficiency of *Twist1* rescues soft palate defects in *Osr2-Cre;Runx2^fl/fl^* mice

Based on the complimentary expression patterns of Runx2 and *Twist1* in the soft palate, we hypothesized that they may oppose each other in regulating their common downstream targets which are important for fate determination of CNC-derived cells. Therefore, we performed ATAC-seq and found that both Runx2 and Twist1 binding sites are present in the regulatory region located around 15–40 kb downstream of the genetic locus of perimysial marker *Aldh1a2* (Figure 6A), suggesting that both Runx2 and Twist1 might directly regulate the expression of *Aldh1a2.* However, as the binding sites of those two transcription factors are more than 20 kb apart, they are likely to regulate *Aldh1a2* independently. 

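ATAC-seq of control soft palates at E13.5 to E14.0, which reads open chromatin, was made from 1 library. The authors aligned the reads with BWA-MEM to mm10 and called peaks with MACS2. The deposited table lists instances of JASPAR transcription factor motifs with a match score, and holds no read depth, peak height or peak list. It has 9152566 lines, 3748917 of them distinct, for 576 motifs, with scores from 0.7 to 1. The sequence of all 2001 instances compared with GRCm38/mm10 equalled the reference at the listed position. Instances less than 200 bp apart were joined, which gave 58173 open regions. A region holds at least 1 motif by its construction, and an open region without one would not be listed. The distance of an instance is counted from the 3′ end of the gene. With 1 library and no depth, there is no error for these positions.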

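Up to 60 kb downstream of *Aldh1a2*, 3 open regions lay on chromosome 9 from 71315278 to 71315458, from 71326479 to 71326605 and from 71337426 to 71337672. None overlaps an annotated gene, and the next gene downstream, *Gm32769*, starts 75011 bp from the 3′ end. The first region held the only RUNX2 motif (MA0511.2), from 71315362 to 71315370 on the minus strand, 19.119 kb downstream. Its sequence is TAACCGCAG within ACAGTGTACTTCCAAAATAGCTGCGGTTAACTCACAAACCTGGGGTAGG of the plus strand. The score was 0.810, above 73.9% of the RUNX2 instances listed on all chromosomes. The only TWIST1 motif (MA1123.1) lay in the farthest region, from 71337605 to 71337617 on the plus strand, 41.362 kb downstream. Its sequence is GATCCAGATGTGG within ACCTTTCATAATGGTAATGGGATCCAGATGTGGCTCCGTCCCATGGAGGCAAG, and its score of 0.865 was above 81.6% of the TWIST1 instances listed on all chromosomes. The motifs were 22.243 kb apart.
With the window set to 15 to 40 kb, the TWIST1 motif fell outside it, and 0 TWIST1 motifs were left. With all motifs of the Twist family there were 2 within 60 kb. For comparison, both motifs lay within 60 kb downstream of 614 of 21774 protein-coding genes (2.82%), and of 3.04% of the 8791 genes with about as many open regions there. A motif instance shows a sequence, and binding was not measured. From the presence of both sites, the paper proposes that Runx2 and Twist1 might regulate *Aldh1a2* directly, and from the distance between them, independently.

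**Figure D6:**
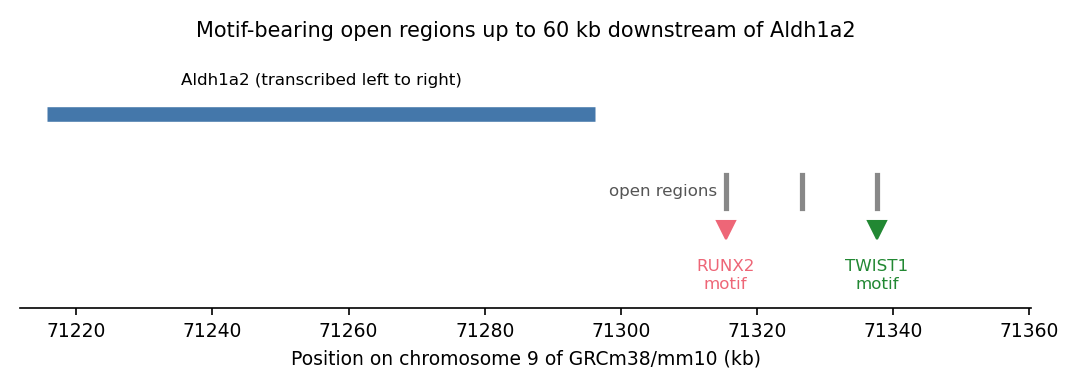
Map of *Aldh1a2* and the 60 kb downstream of it on chromosome 9 of GRCm38/mm10 (x axis, kb). Gray marks are open regions and triangles are the RUNX2 and TWIST1 motifs, which lie 19.119 and 41.362 kb from the 3′ end of the gene.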

Based on this finding, we sought to investigate whether haploinsufficiency of *Twist1* may rescue the soft palate defects in *Osr2-Cre;Runx2^fl/fl^* mice by generating *Osr2-Cre;Runx2^fl/fl^;Twist1^fl/+^* mice. Histological analysis confirmed that the palatal stromal mesenchyme, pterygoid plate, and muscle defects were all indeed rescued in these mice. None of the five newborn *Osr2-Cre;Runx2^fl/fl^;Twist1^fl/+^* pups we collected had palatal clefts, compared to the 50% penetrance of cleft soft palate in *Osr2-Cre;Runx2^fl/fl^* mice (Figure 6B–G). Pterygoid plate height was restored in *Osr2-Cre;Runx2^fl/fl^;Twist1^fl/+^* mice (Figure 6B–D,H), and muscle fiber orientation and muscle size were also recovered (Figure 6E–G). To confirm whether the rescue of these muscle defects was due to restoration of perimysial genes, we performed *in situ* hybridization expression analysis of the soft palate of *Osr2-Cre;Runx2^fl/fl^;Twist1^fl/+^* mice at E14.5 (Figure 6J–R). *Aldh1a2* was downregulated in the region (Figure 6K) where *Runx2* was deleted (Figure 6N) and *Twist1* expression was expanded in the soft palate of *Osr2-Cre;Runx2^fl/fl^* mice (Figure 6Q). Compared to *Osr2-Cre;Runx2^fl/fl^* mice, the expression of *Aldh1a2* was restored in the *Osr2-Cre;Runx2^fl/fl^;Twist1^fl/+^*mice at E14.5 (Figure 6L). This suggests that Runx2 and Twist1 exhibit opposite regulatory effects on the expression of *Aldh1a2* in a subset of CNC-derived cells, which may be important for regulating muscle differentiation in the soft palate. Since haploinsufficiency of *Twist1* in *Osr2-Cre;Runx2^fl/fl^;Twist1^fl/+^* mice rescues the expression of *Aldh1a,* it is most likely that Runx2 activates the expression of *Aldh1a2* through repressing *Twist1* instead of directly activating *Aldh1a2* during normal soft palate muscle development (Figure 6—figure supplement 1).

**Figure 6.**
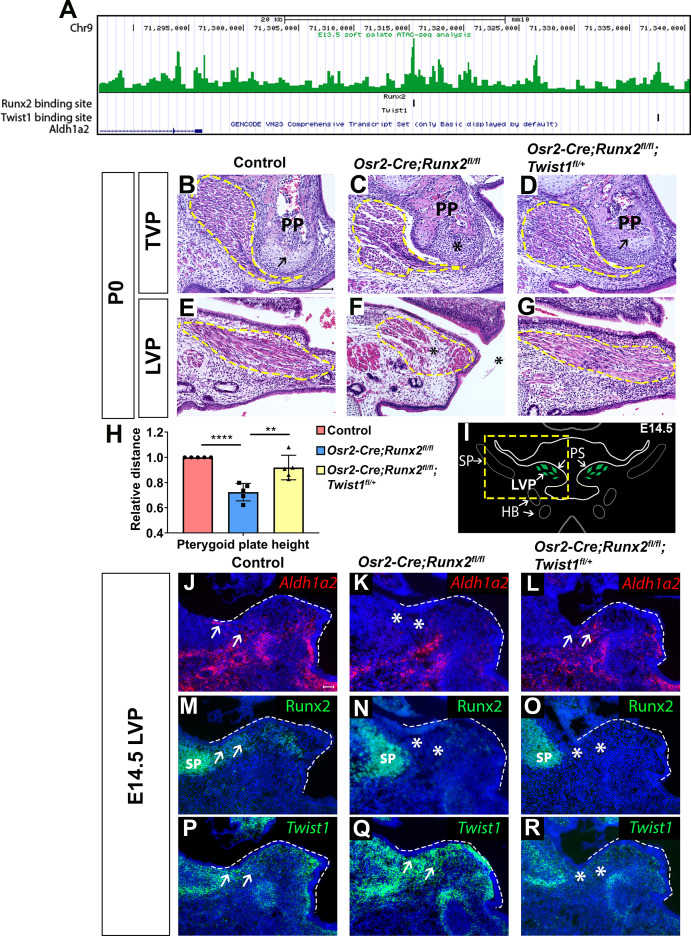
Twist1 antagonizes Runx2 to regulate soft palate development. (**A**) ATAC-seq peaks showing Twist1- and Runx2-binding sites are present in the opened regulatory regions near the *Aldh1a2* locus in the soft palate tissue. (**B–G**) H and E staining of tensor veli palatini (TVP) and levator veli palatini (LVP) coronal sections in P0 control, *Osr2-Cre;Runx2^fl/fl^* and *Osr2-Cre;Runx2^fl/fl^;Twist1^fl/+^* mice (N = 5). Yellow dashed lines outline the location of myogenic cells. Arrows indicate comparable structures in the pterygoid plates (PP) of control and *Osr2-Cre;Runx2^fl/fl^;Twist1^fl/+^* mice. Asterisk indicates defective pterygoid plate, palate and LVP muscles in *Osr2-Cre;Runx2^fl/fl^*. (**H**) Quantification of the height of the palatine bone from control (red bars), *Osr2-Cre;Runx2^fl/fl^* (blue bars) mice and *Osr2-Cre;Runx2^fl/fl^;Twist1^fl/+^* (yellow bars) mice (N = 5). (**I**) Schematic drawings of *Myod1* (green), styloid process of temporal bone (SP) and hyoid bone (HB) on coronal sections in the LVP region of E14.5 control mice. (**J–R**) *Aldh1a2* RNAscope *in situ* hybridization (**J–L**), Runx2 immunostaining (**M–O**) and *Twist1* RNAscope *in situ* hybridization (**P–R**) in E14.5 LVP coronal sections of control, *Osr2-Cre;Runx2^fl/fl^* and *Osr2-Cre;Runx2^fl/fl^;Twist1^fl/+^* mice. White dashed lines outline the palatal shelf. Scale bars in B and J indicate 100 µm for B-G and J-R, respectively. Figure 6—source data 1.Source data for Figure 6H.

**Figure 6—figure supplement 1.**
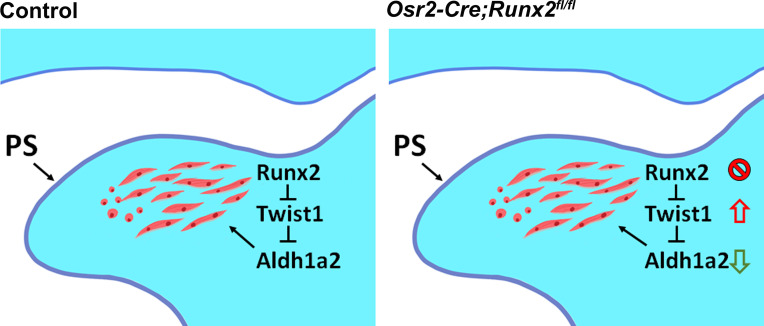
Schematic depicts our model of the mechanism of soft palate development in control (left panel) and *Osr2-Cre;Runx2^fl/fl^* mice (right panel). Loss of *Runx2* results in upregulated expression of *Twist1* and inhibits *Aldh1a2* regulating retinoic acid secretion in the palatal mesenchyme, resulting in muscle defects. PS: Palatal shelf.

## Discussion

CNC-derived cells are essential for craniofacial musculoskeletal development, as they give rise to multiple hard and soft tissues in the system, and guide muscle development (Heude et al., 2011; Sugii et al., 2017; Tzahor, 2015). These multiple roles are likely achieved by different subtypes of CNC-derived cells. The heterogeneity of CNC-derived cells has long been studied in the palate based on its anatomical structures along the anterior-posterior, mediolateral, and oral-nasal axes (Bush and Jiang, 2012; Han et al., 2009; Li et al., 2017; Potter and Potter, 2015). To date, understanding of the molecular heterogeneity in different regions of the soft palate mesenchyme has mainly been based on location-specific genes that control local development and signal induction during palate outgrowth (Han et al., 2009; Potter and Potter, 2015). However, this does not completely explain how molecular heterogeneity contributes to the multiple roles played by CNC-derived cells during palate formation, or specifically how they guide soft palate muscle development.

In this study, we have revealed the cellular-level heterogeneity in the soft palate and established that different subtypes of CNC-derived cells are associated with distinct differentiation potentials and functions. Functional analysis of each CNC-derived cluster shows previously unknown subtypes of CNC-derived cells, and computational analysis suggests previously unknown lineage differentiation trajectories. *Tfap2b+* cells are the least differentiated subtype and give rise to *Aldh1a2+* perimysial progenitor cells and *Top2a+* transitioning cells, which further differentiate into perimysial fibroblasts and midline mesenchymal fibroblasts. *Tfap2b+* common progenitors, transitioning cells and some *Aldh1a2*+ perimysial progenitor cells are transiently present only at early stages of soft palate development, consistent with their roles as progenitors. This transient presence of CNC-derived progenitor cells is similar to that of neural crest cells, which are known to be pluripotent during embryonic development and disappear at later stages (Bronner and LeDouarin, 2012). In addition, we show that markers labeling soft palate perimysial populations, such as *Hic1, Aldh1a2*, and *Tbx15*, are also expressed by connective tissues in other craniofacial muscles, including the tongue and masseter muscles. Consistent with our findings, *Aldh1a2* is known as an important enzyme for retinoic acid signaling, which is crucial for neural crest cells as they guide the positioning of extraocular muscles (Matt et al., 2008). The potential myogenic-supportive function of *Hic1* has been confirmed by the recent finding that the Hic1+ population represents a source of quiescent mesenchymal progenitors that play important roles during the regeneration of skeletal muscles in the limbs (Scott et al., 2019). Hence, *Aldh1a2* and *Hic1* might be novel markers for CNC-derived perimysial tissues, which may perform important pro-myogenic functions during muscle development.

During embryonic development, the palatal shelves grow in a lateral-to-medial direction both before and after their elevation (Bush and Jiang, 2012). Consistent with this, our *in vivo* analysis shows that the least differentiated *Tfap2b+* subpopulation is located in the lateral region of the soft palate during the early stages of its development, and the perimysial and midline mesenchymal populations reside in central myogenic sites and the medial region of the soft palate. Our results have revealed complex cellular heterogeneity and a differentiation hierarchy of cell populations that contribute to the craniofacial musculoskeletal system, which will require further analysis.

Recently, studies have found that several transcription factors regulate the development of different components of a musculoskeletal complex in a coordinated fashion to form a functional unit (Colasanto et al., 2016; Hasson et al., 2010; Mathew et al., 2011; Vickerman et al., 2011). Our study shows that Runx2 is expressed in CNC-derived cells involved in early cell fate determination and in perimysial cells in the soft palate mesenchyme. Loss of *Runx2* in CNC-derived cells of the soft palate mesenchyme leads to multiple tissue defects in the soft palate, including fibrous tendon tissue, soft palate cleft and muscle defects. There is a fate change of CNC-derived cells from perimysial cells to midline mesenchymal cells in the soft palate of *Runx2* mutant mice. As perimysial cells are closely associated with muscle development, loss of *Runx2* affecting their differentiation may in turn affect their secretion of signaling cues that promote muscle proliferation and differentiation. Indeed, we show that multiple genes associated with pro-myogenic secreted factors specifically expressed by perimysial populations, such as *Aldh1a2, Igf1, Cxcl12*, and *Cthrc1*, are downregulated in *Runx2* mutant mice (Matt et al., 2008; Schiaffino and Mammucari, 2011; Spector et al., 2013; Vasyutina et al., 2005). 

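In the CNC-derived cells of the single-cell libraries outside the osteogenic-like and chondrogenic-like clusters, *Cthrc1* was at 213 CPM (95% interval 208 to 219) and 237 CPM in the control libraries and at 129 CPM (125 to 133) in the library labelled *Osr2-Cre;Runx2 fl/fl*, below both. *Aldh1a2* was at 69.2 and 27.4 CPM in the controls and at 79.3 CPM (76.3 to 82.3) in the library labelled mutant, above both. *Igf1* was at 374, 330.1 and 528 CPM, above both. *Cxcl12* was at 179.6, 103 and 177 CPM, between them. Relative to the median gene, *Aldh1a2* had a log2 ratio of -0.25 to control library 1 and 0.56 to control library 2, and *Igf1* 0.053 and -0.27. Their direction therefore depends on the scaling and on the control library. *Cxcl12* had -0.47 and -0.16 and *Cthrc1* -1.17 and -1.81. In the authors' bulk table, all 4 had ratios below 1. The authors' values were 0.844 for *Igf1* (p = 0.160, FDR 0.828), 0.811 for *Cxcl12* (p = 0.129, FDR 0.809) and 0.795 for *Cthrc1* (p = 0.0974, FDR 0.788), and *Aldh1a2* had the lowest p of them.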

Our study provides clues as to how those transcription factors might play different roles in regulating multiple musculoskeletal system components, but how the development of multiple components is integrated still needs further investigation.

Transcription factors often regulate different downstream targets in distinct tissues. Previous studies have shown that Runx2 regulates the differentiation of CNC-derived cells during early tooth and intramembranous bone formation through distinct sets of downstream targets including *Gli1, Lef1, Tcf1, Wnt10a, Wnt10b*, and *Tgfb1* in osteogenic cells and *Dusp6, Enpp1, Igfbp3*, and *Fgf3* in dental mesenchyme (James et al., 2006). In this study, we have shown that downstream targets of Runx2 have differing responses to the loss of *Runx2* in the soft tissue. Perimysial markers were specifically downregulated upon loss of Runx2, while genes expressed specifically in the midline mesenchymal cells and a set of more broadly expressed genes are upregulated. Although Runx2 has both transcriptional activation and repression domains, its different regulatory effects on distinct downstream targets in the soft palate mesenchyme could be direct or indirect. Our results thus reveal previously unknown roles of Runx2 in muscle development and help to elucidate the tissue-specific regulatory mechanisms by which Runx2 guides development.

Twist1 suppresses the function of its binding partner Runx2 through blocking the DNA binding domain of Runx2 to inhibit osteoblast differentiation and promote chondrocyte maturation (Bialek et al., 2004; Hinoi et al., 2006). In this study, we reveal complimentary expression patterns of Runx2 and *Twist1* in the perimysial and midline mesenchymal populations during soft palate development, which seems to confirm their antagonistic interaction (Bialek et al., 2004). However, in contrast to the previously reported model of Twist1 and Runx2 antagonistic interaction, we show that loss of *Runx2* in CNC-derived cells leads to abnormal upregulation of *Twist1* in the perimysial population. Further analysis has shown that suppression of *Twist1* in the perimysial population by Runx2 is necessary to maintain the expression level of perimysial marker gene *Aldh1a2*, which may be important for regulating muscle development. Our findings thus reveal a novel mechanism of Runx2-Twist1 genetic interaction that integrates the development of different types of CNC-derived cells with muscles to guide them to form a functional unit in the soft palate.

In summary, our study reveals a complex cellular heterogeneity within the developing soft palate and demonstrates that distinct subpopulations of CNC-derived cells are associated with distinct functions, which coordinate to form intricately connected components of the oropharyngeal complex. Moreover, the regulation of myogenesis by perimysial CNC-derived cells through Runx2-Twist1 interaction in the soft palate might also be shared by other craniofacial musculoskeletal structures. Our study highlights the complex regulatory roles of CNC-derived cells in the development of craniofacial musculoskeletal systems and provides knowledge that may lead to new strategies for craniofacial muscle regeneration.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Strain, strain background (*M. musculus*)	*Runx2^flox/flox^*	Takarada et al., 2013		
Strain, strain background (*M. musculus*)	*Twist1^flox/flox^*	Bildsoe et al., 2009	RRID:MMRRC_016842-UNC	
Strain, strain background (*M. musculus*)	*ROSA26loxp-STOP-loxp-tdTomato*	Jackson Laboratory	Stock No. 007905; RRID:IMSR_JAX:007905	
Strain, strain background (*M. musculus*)	*Osr2-Cre*	Rulang Jiang, Cincinnati Children’s Hospital		
Sequence-based reagent	Mm-Myod1 probe	Advanced Cell Diagnostics	Cat# 316081	
Sequence-based reagent	Mm-Scx probe	Advanced Cell Diagnostics	Cat# 439981	
Sequence-based reagent	Mm-Twist1 probe	Advanced Cell Diagnostics	Cat# 414701	
Sequence-based reagent	Mm-Aldh1a2 probe	Advanced Cell Diagnostics	Cat# 447391	
Sequence-based reagent	Mm-Hic1 probe	Advanced Cell Diagnostics	Cat# 464131	
Sequence-based reagent	Mm-Tfap2b probe	Advanced Cell Diagnostics	Cat# 536371	
Sequence-based reagent	Mm-Tbx22 probe	Advanced Cell Diagnostics	Cat# 426511	
Sequence-based reagent	Mm-Ibsp probe	Advanced Cell Diagnostics	Cat# 415501	
Sequence-based reagent	Mm-Col2a1 probe	Advanced Cell Diagnostics	Cat# 407221	
Sequence-based reagent	Mm-Tbx15 probe	Advanced Cell Diagnostics	Cat# 558761	
Sequence-based reagent	Mm-Top2a probe	Advanced Cell Diagnostics	Cat# 491221	
Sequence-based reagent	Mm-tdTomato probe	Advanced Cell Diagnostics	Cat# 317041	
Antibody	Rabbit monoclonal anti-Runx2	Cell Signaling Technology	RRID:AB_2732805 Cat# 12556S	(1:100)
Antibody	Rabbit monoclonal anti-active Caspase 3	Cell Signaling Technology	RRID:AB_2341188 Cat# 9661S	(1:100)
Antibody	Rat monoclonal anti-BrdU	Abcam	RRID:AB_305426 Cat# ab6326	(1:100)
Antibody	Mouse monoclonal anti-MyoD	DAKO	RRID:AB_2148874 Cat# M3512	(1:20)
Antibody	Mouse monoclonal anti-MHC	DSHB	Cat# P13538	(1:10)
Antibody	Goat polyclonal anti-Mouse Alexa Fluor 488	Life Technologies	RRID:AB_2534069 Cat# A11001	(1:200)
Antibody	Goat polyclonal anti-Mouse Alexa Fluor 568	Life Technologies	RRID:AB_2534072 Cat# A-11004	(1:200)
Antibody	Goat polyclonal anti-Rat Alexa Fluor 488	Life Technologies	RRID:AB_141373 Cat# A-11006	(1:200)
Antibody	Goat polyclonal anti-Rabbit Alexa Fluor 488	Life Technologies	RRID:AB_143165 Cat# A-11008	(1:200)
Antibody	Goat polyclonal anti-Rabbit Alexa Fluor 568	Life Technologies	RRID:AB_10563566 Cat# A-11036	(1:200)
Commercial assay or kit	Alexa Fluor 488 Tyramide SuperBoost Kit, goat anti-mouse IgG	ThermoFisher Scientific	Cat# B40912	(1:200)
Commercial assay or kit	RNAscope Multiplex Fluorescent Kit v2	Advanced Cell Diagnostics	Cat# 323110	
Commercial assay or kit	RNAscope 2.5 HD Assay – RED	Advanced Cell Diagnostics	Cat# 322350	
Commercial assay or kit	TSA Plus Cyanine 3 System	Perkin Elmer	Cat# NEL744001KT	
Commercial assay or kit	TSA Plus Fluoresceine System	Perkin Elmer	Cat# NEL771B001KT	
Commercial assay or kit	RNeasy Micro Kit	QIAGEN	Cat# 74004	
Commercial assay or kit	DAB Peroxidase (HRP) Substrate Kit (With Nickel)	Vector Laboratories	RRID:AB_2336382 Cat# SK4100	
Commercial assay or kit	Chromium Single Cell 30 GEM, Library and Gel Bead Kit v3	10x Genomics Inc	Cat#1000092	
Software, algorithm	ImageJ	NIH	RRID:SCR_003070	
Software, algorithm	Ingenuity Pathway Analysis	Qiagen.Inc	RRID:SCR_008653	
Software, algorithm	GraphPad Prism	GraphPad Software	RRID:SCR_002798	
Software, algorithm	Seurat	Satija lab	RRID:SCR_016341	
Software, algorithm	Monocle3	Trapnell lab	RRID:SCR_018685	
Software, algorithm	Cell ranger	10X Genomics.Inc	RRID:SCR_017344	
Software, algorithm	BWA	PMID:19451168; PMID:20080505	RRID:SCR_010910	
Software, algorithm	MACS	PMID:18798982	RRID:SCR_013291	

### Animals

The following mice were used in this study: *Osr2-Cre* (gift from Rulang Jiang, Cincinnati Children’s Hospital; Chen et al., 2009), *Runx2* floxed mice (gift from Dr. Takeshi Takarada, Okayama University, Japan; Takarada et al., 2013), *ROSA26loxp-STOP-loxp-tdTomato* conditional reporter (JAX#007905, Madisen et al., 2010) and *Twist1* floxed (MMRRC_016842-UNC; Bildsoe et al., 2009). To generate *Osr2-Cre;Runx2^fl/fl^* mice, we crossed *Osr2-Cre;Runx2^fl/+^* mice with *Runx2^fl/fl^* mice. To generate *Osr2-Cre;Runx2^fl/fl^;Twist1^fl/+^* mice, we bred *Osr2-Cre;Runx2^fl/+^* mice with *Runx2^fl/fl^;Twist1^fl/+^* mice. To generate *Osr2-Cre;tdTomato^fl/fl^* mice, we crossed *Osr2-Cre;tdTomato^fl/+^* mice with *tdTomato^fl/fl^* mice. All mice were genotyped as previously described. All mice were used for analysis without consideration of sex. All studies were performed with the approval of the Institutional Animal Care and Use Committee (IACUC) at the University of Southern California. All the animals were handled according to approved IACUC protocol #9320 of the University of Southern California.

### MicroCT analysis

All microCT scans were performed using a SCANCO µCT50 device at the University of Southern California Molecular Imaging Center. Samples were scanned with the X-ray source at 70 kVp and 114 µA, and the data were collected at a resolution of 10 μM. Morphometric analysis was performed using the AVIZO 7.1 software package. Three biological replicates were performed. Measurements of hard tissues are based on the landmarks defined previously (Ho et al., 2015).

### Histological examination

Samples were fixed in 10% formalin, then decalcified in 10% EDTA followed by ethanol dehydration and paraffin embedding. Serial sections of 7 μm thickness were used for morphological analysis. These sections were stained using Hematoxylin and Eosin (H and E) following standard methods. Sections were imaged on a Keyence BZ-X710 microscope.

### *In situ* RNAscope hybridization

Mouse embryos were collected at E14.5 or E15.5 and fixed in 10% formalin. Samples were dehydrated with 15% and then 30% sucrose and embedded in OCT compound (Sakura, Tissue-Tek, Cat. 4583). OCT-embedded samples were sectioned at 8 µm on a cryostat. RNAScope 2.5 HD assay – red (Advanced Cell Diagnostics, Newark, CA, 322360) and RNAScope multiplex fluorescent v2 assay (Advanced Cell Diagnostics, 323100) were used for *in situ* hybridization according to the manufacturer’s instructions.

Probes from Advanced Cell Diagnostics for *Myod1* (316081), *Scx* (439981), *Twist1* (414701), *Aldh1a2* (447391), and *Hic1* (464131), *Tfap2b* (536371), *Tbx22* (426511), *Ibsp* (415501), *Col2a1* (407221), *Tbx15* (558761), *Top2a* (491221), and *tdTomato* (317041) were used in this study.

### Immunofluorescence staining

Sections were processed with antigen-retrieval buffer (Vector Labs, Burlingame, CA, H-3300) for 15 min at 100°C, followed by 1% triton (Sigma Aldrich, St. Louis, MO, T8787) treatment for 10 min at room temperature. Afterwards, sections were incubated with blocking reagent (PerkinElmer, Waltham, MA, FP1012) for 1 hr at room temperature and the primary antibody overnight at 4°C. Alexa-conjugated secondary antibodies were used to show the fluorescence signal at 1:200 dilution. For myoblast determination protein 1 (MyoD), poly HRP-labeled goat anti-mouse IgG (ThermoFisher Scientific, Waltham, MA, B40912) was used as a secondary antibody and Alexa Fluor 488/594 Tyramide SuperBoost kit (PerkinElmer, Waltham, MA,NEL771B001KT, NEL774001KT) were used to develop the signal. Sections were counterstained with DAPI and imaged using a Leica DMI 3000B.

The following antibodies were used for immunostaining: Runx2 (Cell signaling technology, Danvers, MA, 12556S; 1:100), MyoD (DAKO, Carpinteria, CA, M3512; 1:25), myosin heavy chain (MHC; DSHB, Iowa City, IA, P13538; 1:10), active caspase 3 (Casp3; Cell signaling technology, Danvers, MA, 9661S; 1:100), and BrdU (BrdU; Abcam, Cambridge, UK, ab6326; 1:100). Anti-mouse, anti-rat and anti-rabbit Alexa Fluor 488 and 568 were used as secondary antibodies (A-11001, A-11004, A-11006, A-11008, A-11036, Thermofisher Scientific, Waltham, MA, 1:200).

### Single-cell RNA sequencing

Soft palate tissue (posterior third of the palatal region) was digested from E13.5, E14.5, and E15.5 controls and E14.5 *Osr2-Cre;Runx2^fl/fl^* embryos by TrypLE express enzyme (Thermo Fisher Scientific, Waltham, MA) at 37°C with shaking at 600 rpm for 20 min. Single-cell suspension was prepared according to the 10X Genomics sample preparation protocol. Seventeen thousand cells were loaded into the 10X Chromium system and prepared for single-cell library construction using the 10X Genomics Chromium single cell 3’ v3 reagent kit. Sequencing was performed on the Novaseq 6000 platform (Illumina, San Diego, CA). Library quality control, sequence alignment, and read counts were analyzed using the CellRanger pipeline version 3.0.2. Raw read counts from each single cell in each sample were analyzed using Seurat R package (Stuart et al., 2019). Cell clusters and variably expressed genes in each cluster were identified by using Log Normalize, Find Variable Genes, Scale Data, and RunPCA functions. Seurat three package was used to combine the single-cell data from three stages as well as E14.5 control and *Osr2-Cre;Runx2^fl/fl^* embryos to perform the integration analysis. Shared variances between different datasets were identified using the function FindIntegrationAnchors, then Seurat objects were processed using IntegrateData function. Scaledata, PCA, and UMAP visualization were then used for downstream analysis and visualization. Pseudotime trajectory analysis was done by Monocle three using Seurat 3 UMAP embedding to show cell fate restriction of CNC-derived soft palate mesenchymal cells across three development stages. Gene ontology and pathway analysis of enriched genes in different CNC-derived clusters was performed using Ingenuity Pathway Analysis (QIAGEN. Inc, Hilden, Germany).

### ATAC-seq

Single-cell suspension was prepared from the soft palate of E13.5-E14.0 control mice as described above and processed to generate ATAC-seq libraries according to a published protocol (Buenrostro et al., 2015). Sequencing was performed on the NextSeq 500 platform (Illumina, San Diego, CA). ATAC-seq reads were aligned to the UCSC mm10 reference genome using BWA-MEM (Li, 2013). ATAC-seq peaks were called by MACS2 (Zhang et al., 2008). Peaks were annotated and known transcription factor binding motifs were analyzed in the ATAC-seq peaks by HOMER (Heinz et al., 2010).

### RNA sequencing

Soft palate tissue was collected from control and *Osr2-Cre;Runx2^fl/fl^* embryos at E14.5. mRNA was isolated using RNeasy Micro Kit (QIAGEN, Hilden, Germany, 74404). Samples with RNA integrity number (RIN) >9.0 were used for cDNA library construction and sequencing by UCLA Technology Center for Genomics and Bioinformatics. Pair-end reads with 150 cycles sequencing were performed on Illumina NextSeq 500 platform. Sequence reads were trimmed and aligned using STAR (version 2.6.1d) using mm10 as the reference genome. Read counts were normalized using the upper quartile and differential expression was calculated using gene-specific analysis on the Partek Flow platform (Partek Inc, St. Louis, MO).

### Statistical analysis

T-tests were performed for statistical analysis using GraphPad Prism 7. Statistical data are presented as mean ± SEM.

## Data Availability

Sequencing data have been deposited in GEO under accession codes GSE155928.

How the deposited data were processed for this re-analysis (not part of the article)

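Single-cell RNA-seq of soft palates was available from control embryos at E13.5 (1 library), E14.5 (2 libraries) and E15.5 (1 library), and from 1 library labelled *Osr2-Cre;Runx2 fl/fl* at E14.5. Bulk RNA-seq at E14.5 had 3 control and 3 *Osr2-Cre;Runx2 fl/fl* samples, and ATAC-seq had 1 control library of E13.5 to E14.0.

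The authors made the single-cell counts with CellRanger, which aligned the reads, counted UMIs per gene and called cells. The counts were deposited as UMIs, and those of library 1 are reduced in the combined E14.5 table. The genome build of these counts is not stated in the text or the labels. They cover 31053 genes. Control library 2 at E14.5 was read from the table that combines both E14.5 control libraries, in which library 1 keeps 93.0% of the UMIs of its own table. The authors trimmed the bulk reads, aligned them with STAR to mm10, normalized by the upper quartile and compared the genotypes with Partek Flow's gene-specific analysis, and the p values and FDR are those they deposited. The ratio of mutant over control was taken as the authors deposited it. The signal per genotype is the mean of normalized counts in the authors' table. The bulk count table has more columns than there are bulk samples, and its columns are named by a date and a library number. The sample labels hold the date alone, which both genotypes share, so no column could be matched to a sample. That table was not used here, and no test on samples was run. Which columns are behind the authors' ratios is not known. The depth of each bulk sample is therefore not given. The authors' ATAC-seq reads were aligned with BWA-MEM to mm10 and peaks were called with MACS2. The score of each motif instance is the match score that the authors deposited, between 0.7 and 1, and read depth was not analysed here.

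Cells with at least 500 genes and at most 10% of UMIs on mitochondrial genes were kept. Median depth of the kept cells was 11972 UMIs at E13.5, 9418 and 7079 in the E14.5 control libraries, 6230.5 at E15.5 and 4449.5 in the library labelled mutant. Libraries were integrated with the anchors of Seurat 5.3.0 in R 4.3.3 (2000 variable genes, 30 dimensions, resolution 0.8). The cell cycle scores were regressed out, and the 84 marker genes and named genes were held out of the variable genes. Stages and genotypes were integrated apart, and each stage was also clustered alone, without anchors. The named genes were the 44 genes the paper names. The planned addition of the genes with the largest bulk changes had no values, as that fit was not run.

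A cluster took a broad class or CNC-derived subclass from the scaled level of its markers. It needed 3 markers detected in at least 10% of its cells, and a subclass score of at least 0.5. A score of at least 2 for another class took a cluster out of the CNC-derived class, and a cluster whose 10 leading genes held the markers of another class was left unnamed. CNC-derived clusters led by meningeal, pituitary or hypothalamic genes were left unnamed. These thresholds and rules were set after the data were seen. No doublets were removed in the main analysis.

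Levels are summed UMIs scaled to CPM, with exact 95% Poisson intervals, and shares have exact 95% Clopper-Pearson intervals. Both cover counting error only. Shares of cells with a UMI of a gene were taken after thinning every cell to 3000 UMIs, or to 1500 in an alternative, and this left out 350 kept cells at E13.5, 463 and 319 in the E14.5 control libraries, 910 at E15.5 and 1871 in the library labelled mutant. Ratios between libraries are also given relative to the median ratio of genes with at least 20 CPM. Marker lists were compared with 10000 random lists of genes of like level. Diffusion pseudotime and graph abstraction used scanpy 1.11.5 with 30 neighbors and 10 components. Other steps used Python 3.11.15, numpy 2.4.6, scipy 1.17.1 and pandas 2.3.3.

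Motif instances less than 200 bp apart were joined into open regions. The RUNX2 and TWIST1 motifs were looked for up to 60 kb downstream of *Aldh1a2*. Alternatives changed the resolution, the cell cycle regression, the marker genes among the variable genes, doublets, the E14.5 control library, the denominator of shares, the weighting of cells, thinning, scaling, dimensions, the pseudotime root, and the window, score and motif set of the ATAC-seq.

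Steps were tested on simulated data. Of 4000 simulated cells, 99.925% were named as simulated, and the largest difference of a share was 0.167 points. Of 200 genes with a simulated change, 92.0% came back within 0.1 log2. The order along a simulated path of 1500 cells had a Spearman correlation of 0.975 with the true one. On 304 simulated motif positions, the search in a window and the joining into regions returned the right result. These tests cover the computation and not the differences between libraries.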

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

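The test of barcode sets was chosen only after the result was seen.

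Control library 2 at E14.5 held 5110 UMIs of 4 Y-linked genes (*Ddx3y*, *Eif2s3y*, *Uty* and *Kdm5d*), against 6 at E13.5, 28 in control library 1, 1 at E15.5 and 6 in the library labelled mutant. *Xist* was at 0.491 CPM in library 2 and at 1020.1 to 2081 CPM in the other libraries. This is a signal in genes that the paper does not discuss, and it shows that library 2 comes from male tissue and the others nearly only from female tissue. The paper does not report the sex of the embryos. Library 2 also differed in the level of many genes within CNC-derived cells. After centring on the median gene, sex was tested as the source of this: 12.5% of autosomal genes lay more than 2-fold apart from control library 1, and 10.6% of sex-chromosome genes did, so the difference is not confined to the sex chromosomes. On the technical side, library 2 shared 6 cell barcodes with the other 4 libraries, where 51.4 would be shared at the rate of the other pairs, so different sets of cell barcodes are a candidate explanation. A few genes taking most of the counts would shift all other genes alike, which the centring takes out. After it, 12.5% of genes still lay more than 2-fold apart, against 16.1 and 40.5% between the library labelled mutant and control libraries 1 and 2. This explanation leaves those genes open. Sex and barcode set go together in these libraries and were not separated.

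A cluster led by *Pomc* and *Cga* held 389 cells of control library 1 at E14.5 (7.17% of its kept cells), against 13 at E13.5, 10 in control library 2, 16 at E15.5 and 30 in the library labelled mutant. The paper does not report such cells. Pituitary cells in the dissected piece are a candidate explanation. Of 6 pituitary genes that did not lead the cluster, 4 were at least 10-fold above all other cells with 1 CPM added to both levels, and 5 without it. *Pomc* was at 5352 CPM in the cluster and at 12.7 CPM in all other cells, and *Cga* was at 659 and 3.57 CPM. Of the 11 genes of the list, 1 was at 10 CPM or more in CNC-derived cells. The cluster was in none of the CNC-derived shares. No biological difference between the libraries was tested for it.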

How the results depend on the processing

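Removal of the highest Scrublet scores, the nearest class for unnamed clusters, the meningeal cluster counted, unnamed clusters led by perimysial markers counted as perimysial, clusters led by genes of another tissue left out, unnamed clusters that are CNC-derived in the integration counted, thinning before clustering or before counting clusters, centring on the median gene, control library 2 alone, the cluster count of control library 1 alone and the thinning of *Aldh1a2* counts were chosen only after the data were seen. The other alternatives were set before the data were examined. Of 244 values under alternatives, 110 stayed within counting error, or within 1.5 times for counts, 125 moved by more, and 9 were reversed. Shares of positive cells and counts have no direction. Of the 162 values of results with a direction, 153 kept it. Where a value moved or was reversed, the cause was not tested.

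From E13.5 to E15.5, the midline mesenchymal-like share rose by 9.28 points and kept its direction in all alternatives run. It rose by 14.46 at a resolution of 0.4, 11.9 without cell cycle regression, 11.2 with the markers kept among the variable genes, 14.6 with control library 1 alone, 3.70 as a share of all cells and 6.39 with unnamed clusters in their nearest class. The mitotic-like change of -10.9 points also kept its direction, with -16.2 without cell cycle regression, -5.39 with the markers kept, -7.86 of all cells and -6.53 thinned before clustering. The perimysial-like change of 15.3 points was reversed at a resolution of 0.4 (-2.51) and when thinned before clustering (-5.88). It was 11.7 at a resolution of 1.2, 0.570 without cell cycle regression, 11.1 with the markers kept, 10.7 without the highest Scrublet scores, 11.4 with control library 1 alone, 7.37 of all cells, 21.7 with nearest classes and 4.73 with unnamed clusters led by perimysial markers counted as perimysial. The progenitor-like change was 0.280 points, within counting error, and had no direction to keep. It was -4.67 at a resolution of 0.4, -15.7 at 1.2, -11.9 with the markers kept, -16.6 without the highest Scrublet scores, -22.8 with control library 1 alone, -17.2 with nearest classes and -12.6 thinned before clustering. The midline mesenchymal-like class had no cluster when thinned before clustering and has no value there.

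Between the library labelled mutant and the controls, the midline mesenchymal-like difference of 3.36 points kept its direction. It was 6.43 at a resolution of 0.4, 5.40 at 1.2, 7.60 without the highest Scrublet scores, 9.35 with control library 1 alone, 0.393 with nearest classes, 9.33 thinned before clustering and 1.15 with control library 2 alone. The perimysial-like difference of -9.72 kept its direction. It was -15.2 at a resolution of 0.4, -14.3 without the highest Scrublet scores, -2.37 with control library 1 alone, -4.35 of all cells, -13.7 with nearest classes, -13.1 with the meningeal cluster counted, -0.837 thinned before clustering and -16.4 with control library 2 alone. The mitotic-like difference of -2.13 was reversed without cell cycle regression (4.37). It was -0.276 with the markers kept, -0.482 with control library 1 alone, -0.163 of all cells and -4.45 thinned before clustering. The progenitor-like difference of 15.4 was reversed with control library 1 alone (-1.36). It was 5.54 at a resolution of 1.2, 4.29 without cell cycle regression, 5.11 with the markers kept, 5.88 without the highest Scrublet scores, 11.4 of all cells, 3.65 thinned before clustering and 28.8 with control library 2 alone.

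*Runx2* over stages (-1.61 log2) was -1.79 without the highest Scrublet scores, -2.09 as a mean over cells and -1.28 with osteogenic-like and chondrogenic-like cells kept in. *Twist1* over stages (-0.24) was -0.19 with the markers kept and -0.14 when centred. *Runx2* by genotype was higher in the library labelled mutant in all alternatives run. In CNC-derived cells (1.47) it was 1.68 as a mean over cells. With control library 1 alone it was 0.99 in CNC-derived, 1.184 in midline mesenchymal-like, 0.94 in mitotic-like and 0.39 in progenitor-like cells, and with control library 2 alone 2.55, 2.85, 1.498 and 1.97. When centred it was 0.86, 1.176, 0.55 and 0.59, and 0.86 in perimysial-like cells. In progenitor-like cells it was 0.55 without the highest Scrublet scores and 0.36 with the markers kept.

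*Twist1* by genotype was reversed in progenitor-like cells without the highest Scrublet scores (-0.039) and when centred (-0.18), from 0.31. It was 0.0185 there with the markers kept and 1.84 with control library 2 alone. In CNC-derived, midline mesenchymal-like, mitotic-like and perimysial-like cells, the main values were 0.81, 0.79, 0.82 and 0.97. As a mean over cells they were 0.95, 0.89, 0.96 and 1.15. They were 0.33, 0.091, 0.23 and 0.23 with control library 1 alone, and 2.29, 2.37, 2.16 and 2.24 with control library 2 alone. Centred against both controls together, they were 0.20, 0.10, 0.24 and 0.30. Centred against control library 1, they were -0.11, -0.38, -0.12 and -0.23, with -0.22 in progenitor-like cells. Centred against control library 2, they were 1.35, 1.36, 1.30 and 1.34, with 0.97 in progenitor-like cells.

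The share of marker-positive cells with a *Runx2* UMI at E13.5, E14.5 and E15.5 followed the depth. Thinned to 1500 UMIs it was 8.45, 10.1 and 0% for *Tfap2b*, 10.1, 6.16 and 4.84% for *Top2a*, and 10.2 and 3.06% at E13.5 and E14.5 for *Aldh1a2*. Unthinned it was 48.6 and 40.2% at E13.5 and E14.5 for *Tfap2b*, and at the 3 stages 49.4, 29.9 and 20.7% for *Top2a*, 49.6, 24.4 and 11.5% for *Aldh1a2*, and 44.0, 26.7 and 12.8% for *Tbx22*. Without the highest Scrublet scores it was 13.0 and 2.38% at E13.5 and E15.5 for *Tfap2b*, 16.4% at E13.5 for *Top2a* and 4.27% at E15.5 for *Aldh1a2*. The change of *Aldh1a2*-positive cells in cluster 5 (-8.63 points) was -6.50 at 1500 UMIs and -12.8 unthinned.

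The number of CNC-derived clusters at E14.5 (10) was 6 at a resolution of 0.4 and 6 with the same number of cells per stage, and at E15.5 (8) it was 5 at a resolution of 0.4. The change of median pseudotime over stages (-0.0122) was reversed with a root in cluster 3 (0.00159), 5 (0.00582) or 19 (0.0107). It was -0.0372 with a root in cluster 0, -0.0290 in 1, -0.0448 in 2, -0.0336 in 10 and -6.6e-05 in 17. The TWIST1 motifs downstream of *Aldh1a2* (1) were 0 in a window of 15 to 40 kb, which then gives no distance, and 2 with all motifs of the family. The ATAC-seq table has no peak score, and scores above the median motif score were used in its place.

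No paired analysis was possible because the columns of the bulk count table could not be matched to samples. For the same reason TMM, DESeq2, no filter, the collection batch block, leave-one-out, the fold threshold, and the set tests fry and camera were not run. Scrublet's automatic calls were not run as an alternative, as they took 0 or 1 cells of the control libraries and 1707 of the library labelled mutant. Depth limits the *Runx2* levels by genotype in perimysial-like cells, where the control libraries held 33 and 32 UMIs of *Runx2*, and the library labelled mutant 73.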

Differences from the paper's values

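The cluster count of control library 1 alone at E14.5, the thinned draw of cells, the clusters of other tissue left out, the unnamed clusters counted as CNC-derived or as perimysial or in their nearest class, the meningeal cluster counted, the highest Scrublet scores removed, cells thinned before clustering and control library 2 alone were chosen only after the result was seen.

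With each stage clustered alone, 10 CNC-derived clusters outside the osteogenic-like and chondrogenic-like ones were found at E14.5, against the paper's 6. Of the alternatives set before the data were examined, a resolution of 0.4 (6), 15 dimensions (7) and the same number of cells per stage (6) came within 1.5 times of the paper's number, and a resolution of 1.2 (13) did not. Control library 1 alone (8), the clusters led by genes of another tissue left out (8) and the thinned draw of cells (7), all chosen after seeing the values, also came within it. Unnamed clusters that are CNC-derived in the integration counted, chosen then too, left 10. The 2 libraries of E14.5 were joined here without anchors. At a resolution of 0.4, with 15 dimensions and with the same number of cells, all 6, 7 and 6 clusters drew over 90% of their cells from 1 library. Nearness of these numbers to the paper's 6 therefore does not show the same cell populations. At E15.5 there were 8, against the paper's 5. A resolution of 0.4 (5) and 15 dimensions (7) came within 1.5 times of that number, and a resolution of 1.2 (8) and the same number of cells (8) did not. With the clusters led by genes of another tissue left out, chosen after seeing the values, there were 7, within it, and the thinned draw and the unnamed clusters counted, also chosen then, gave 8 and did not come within it.

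The shares that follow are of all cells, and the paper's are read from its figures. The caption of Fig. 2A does not state the denominator, so part of these differences may come from it. Progenitor-like cells made up 9.81% at E13.5, against the paper's about 22% in Fig. 2A, read by eye. Of the alternatives set before the data were examined, a resolution of 1.2 (23.007%), the markers kept among the variable genes (17.5%) and control library 1 alone (21.5%) came within 1.5 times, and a resolution of 0.4 (2.93%) and no cell cycle regression (8.86%) did not. The highest Scrublet scores removed (22.5%), unnamed clusters in their nearest class (23.97%) and cells thinned before clustering (18.3%), chosen after seeing the values, came within it. At E14.5 they made up 6.70%, against the paper's about 16% in Fig. 2A, read by eye. Control library 1 alone (13.1%) came within it, and a resolution of 0.4 (1.10%) or 1.2 (10.7%), no cell cycle regression (6.30%) and the markers kept (7.97%) did not. Unnamed clusters in their nearest class (10.8%), chosen after seeing the values, came within it, and the highest Scrublet scores removed (10.2%), cells thinned before clustering (9.07%) and control library 2 alone (3.12%), also chosen then, did not. Out of the CNC-derived cells outside the osteogenic-like and chondrogenic-like clusters, the shares at E13.5 and E14.5 came within 1.5 times.

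Perimysial-like cells, set against the sum of the paper's Clusters 3, 4 and 7, made up 5.92% at E13.5, against the paper's about 20% in Fig. 2A, read by eye. A resolution of 0.4 (20.7%) and no cell cycle regression (17.7%) came within 1.5 times, and a resolution of 1.2 (7.78%), the markers kept (4.62%) and control library 1 alone (10.5%) did not. At E14.5 they made up 10.4%, against the paper's about 23% in Fig. 2A, read by eye. A resolution of 0.4 (16.2%) and no cell cycle regression (15.4%) came within it, and a resolution of 1.2 (9.32%), the markers kept (6.72%) and control library 1 alone (12.3%) did not. At E15.5 they made up 13.3%, against the paper's about 24% in Fig. 2A, read by eye. A resolution of 0.4 (16.4%) came within it, and a resolution of 1.2 (12.8%), no cell cycle regression (15.4%), the markers kept (9.39%) and control library 1 alone (15.2%) did not. With the unnamed clusters led by perimysial markers counted as perimysial, chosen after seeing the values, the shares were 25.9% at E13.5, 27.3% at E14.5 and 24.6% at E15.5, all within 1.5 times of the paper's. Unnamed clusters in their nearest class, chosen after seeing the values, gave 13.4, 25.4 and 23.1%, also within it. Cells thinned before clustering, chosen then too, gave 15.8%, within it, at E13.5, and 10.4 and 11.4%, not within it, at the later stages. The highest Scrublet scores removed (5.80, 7.64 and 10.8%), the meningeal cluster counted (7.56, 12.5 and 14.4%) and control library 2 alone at E14.5 (14.9%), also chosen then, did not come within it. Out of the CNC-derived cells outside the osteogenic-like and chondrogenic-like clusters, the shares were 9.32% at E13.5, 18.7% at E14.5 and 24.6% at E15.5. Of these, the shares at E14.5 and E15.5 are within 1.5 times and that at E13.5 is not.

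Mitotic-like cells made up 13.1% at E13.5, against the paper's about 7% in Fig. 2A, read by eye. The markers kept (9.29%) came within 1.5 times, and a resolution of 0.4 (13.1%) or 1.2 (12.9%), no cell cycle regression (19.1%) and control library 1 alone (15.1%) did not. At E14.5 they made up 7.98%, against the paper's about 5% in Fig. 2A, read by eye. The markers kept (7.05%) came within it, and a resolution of 0.4 or 1.2 (8.02% at both), no cell cycle regression (9.58%) and control library 1 alone (9.04%) did not. Cells thinned before clustering, chosen after seeing the values, gave 6.44% at E13.5 and 4.81% at E14.5, both within it. The highest Scrublet scores removed (12.6 and 7.78%) and control library 2 alone at E14.5 (8.33%), also chosen then, did not come within it. Out of the CNC-derived cells outside the osteogenic-like and chondrogenic-like clusters, the shares were 20.6% at E13.5 and 14.4% at E14.5, and neither is within 1.5 times.

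Midline mesenchymal-like cells at E14.5, set against the sum of the paper's Clusters 0 and 3 of that figure, made up 7.61% of the controls, against the paper's about 18% in Fig. 5B, read by eye. In the library labelled mutant they made up 11.0%, against the paper's about 32% in Fig. 5B, read by eye. As a share of all cells, no alternative set before the data were examined came within 1.5 times of either. At a resolution of 0.4 the shares were 10.99 and 16.8%, at 1.2 9.76 and 14.8%, without cell cycle regression 9.63 and 13.9%, with the markers kept 8.64 and 12.4%, and with control library 1 alone 9.37 and 17.5%. Unnamed clusters in their nearest class, chosen after seeing the values, gave 18.4 and 21.6%, both within 1.5 times. The highest Scrublet scores removed, chosen then too, gave 12.6 and 19.7%, within it for the controls alone. Cells thinned before clustering (11.1 and 19.3%) and control library 2 alone (9.25%), also chosen then, did not come within it. The caption of Fig. 5B does not state the denominator. Out of the CNC-derived cells outside the osteogenic-like and chondrogenic-like clusters, the shares were 13.6 and 17.0%. Of these, the share of the controls is within 1.5 times and that of the library labelled mutant is not.

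The paper has *Runx2* deleted in the mutant and shows Runx2 protein by immunostaining. In CNC-derived cells, *Runx2* transcripts were at 40.3 and 14.3 CPM in the controls and 83.9 CPM in the library labelled mutant. These counts take the gene as a whole and do not show a missing exon. They measure another thing than the protein and cannot be set against the deletion.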

Other observations

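The tests of cell make-up, shared reads, ribosomal protein genes, free RNA, labels, control library 1 alone and the meningeal cluster were chosen only after the results were seen.

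*Twist1* within the CNC-derived cells was at 619.7 CPM in control library 1 and 159 CPM in control library 2 at E14.5. Cell make-up was tested as the source: within the CNC-derived classes the smallest fall of *Twist1* was -1.59 log2, so make-up does not account for it. For GC content, the correlation of the ratio between the control libraries with transcript GC content was 0.137 (Spearman) across genes, and *Twist1* was at the 3.797th percentile of 79 genes of like GC content and level, whose median ratio was 0.25. GC content therefore does not account for the fall of *Twist1*. *Twist2* went the other way, from 61.5 to 189.7 CPM. Reads shared between *Twist1* and *Twist2* may be part of it, and the summed level of both was still lower in library 2, with -0.56 log2 relative to the median gene. This stays open, since the UMI tables do not hold the reads. *Twist1* over stages went from 557.5 CPM at E13.5 to 607 and 157 CPM at E14.5 and 472 CPM at E15.5, with a log2 ratio of -0.24 between E15.5 and E13.5.

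*Runx2* was not lower in the single-cell library labelled mutant. Ribosomal protein genes take a lower share of its UMIs, and relative to the median gene the ratio of *Runx2* to control library 1 was still 0.61 log2. Free RNA was tested in endothelial-like cells, where *Runx2* rose by 5.50 CPM, a small part of the rise in CNC-derived cells. It is a larger part of the rise in perimysial-like and midline mesenchymal-like cells, which reached 19.9 and 23.4 CPM. Free RNA therefore stays open as part of the rise in those classes. For a mislabelled library, the genes with an FDR under 0.1 in the authors' bulk table were followed. They went the bulk way in 83.3% of 24 genes against control library 1 and in 88.0% of 25 genes against control library 2, relative to the median gene, so a swapped label has no support in this test. The UMI tables count a gene as a whole and do not resolve its exons, and a transcript without the deleted exons would still be counted. For *Twist1*, the ratio to control library 1 relative to the median gene was -0.11 log2, so its higher CPM in the library labelled mutant is not a rise relative to that gene. The lower share of ribosomal protein genes may be part of this shift. By itself it would give 0.20 log2, against a shift of the median gene by 0.44, and the rest stays open.

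The perimysial-like share was lower in the library labelled mutant than in both control libraries. With every cell thinned before clustering, the difference from control library 1 was -0.211 points. A difference in depth cannot be told apart from a difference of genotype here, as the counting interval of this value reaches 1.19 points. In the integration with control library 1 alone the difference was -2.37 points, so the barcode set of control library 2 does not account for the direction. With the cells of the cluster led by meningeal genes taken out of both libraries, it was -4.76 points from control library 1. That cluster is not in the perimysial-like class and is a larger part of control library 1, so this value could not have come out the other way and excludes nothing. Cells of neighbouring tissue in that library stay open. The genotype itself stays open, with 1 library labelled mutant.

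Another 2 clusters were nearly only or mostly from control library 1. A cluster led by *Rax* and *Six3* held 151 of its 164 cells in that library. For hypothalamic cells in the dissected piece, 2 of 6 hypothalamic genes that did not lead the cluster were at least 10-fold above all other cells with 1 CPM added to both levels, and 2 of the 10 genes of the list were at 10 CPM or more in CNC-derived cells. A cluster led by *Cldn11* and *Vtn* held 219 of its 395 cells there. For meningeal cells in the dissected piece, 2 of 5 such genes were at least 10-fold above in the same way, and 1 of the 12 genes of the list was at 10 CPM or more in CNC-derived cells. Both origins stay open, as neither most nor few of the genes passed.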
